# Tissue-specific pathways and networks underlying sexual dimorphism in non-alcoholic fatty liver disease

**DOI:** 10.1186/s13293-018-0205-7

**Published:** 2018-10-22

**Authors:** Zeyneb Kurt, Rio Barrere-Cain, Jonnby LaGuardia, Margarete Mehrabian, Calvin Pan, Simon T Hui, Frode Norheim, Zhiqiang Zhou, Yehudit Hasin, Aldons J Lusis, Xia Yang

**Keywords:** Non-alcoholic fatty liver disease (NAFLD), Sexual dimorphism, Multi-omics integration, Key regulator genes, Bayesian networks, Coexpression networks, Hybrid mouse diversity panel

## Abstract

**Background:**

Non-alcoholic fatty liver disease (NAFLD) encompasses benign steatosis and more severe conditions such as non-alcoholic steatohepatitis (NASH), cirrhosis, and liver cancer. This chronic liver disease has a poorly understood etiology and demonstrates sexual dimorphisms. We aim to examine the molecular mechanisms underlying sexual dimorphisms in NAFLD pathogenesis through a comprehensive multi-omics study. We integrated genomics (DNA variations), transcriptomics of liver and adipose tissue, and phenotypic data of NAFLD derived from female mice of ~ 100 strains included in the hybrid mouse diversity panel (HMDP) and compared the NAFLD molecular pathways and gene networks between sexes.

**Results:**

We identified both shared and sex-specific biological processes for NAFLD. Adaptive immunity, branched chain amino acid metabolism, oxidative phosphorylation, and cell cycle/apoptosis were shared between sexes. Among the sex-specific pathways were vitamins and cofactors metabolism and ion channel transport for females, and phospholipid, lysophospholipid, and phosphatidylinositol metabolism and insulin signaling for males. Additionally, numerous lipid and insulin-related pathways and inflammatory processes in the adipose and liver tissue appeared to show more prominent association with NAFLD in male HMDP. Using data-driven network modeling, we identified plausible sex-specific and tissue-specific regulatory genes as well as those that are shared between sexes. These key regulators orchestrate the NAFLD pathways in a sex- and tissue-specific manner. Gonadectomy experiments support that sex hormones may partially underlie the sexually dimorphic genes and pathways involved in NAFLD.

**Conclusions:**

Our multi-omics integrative study reveals sex- and tissue-specific genes, processes, and networks underlying sexual dimorphism in NAFLD and may facilitate sex-specific precision medicine.

**Electronic supplementary material:**

The online version of this article (10.1186/s13293-018-0205-7) contains supplementary material, which is available to authorized users.

## Background

Nonalcoholic fatty liver disease (NAFLD) covers a wide spectrum of disorders spanning simple liver steatosis, nonalcoholic steatohepatitis (NASH), cirrhosis, and hepatocellular carcinoma [1–3]. NAFLD has rapidly become a significant health threat globally, affecting 25% of the world population on average, and is strongly associated with insulin resistance, type II diabetes, and obesity [1, 4–6]. Due to the lack of mechanistic understanding of NAFLD, there are no existing therapies directly targeting NAFLD. Moreover, significant unexplained age-dependent sexual dimorphisms have been observed in NAFLD. At younger ages, NAFLD has a higher prevalence in males than females, whereas at older ages, especially after menopause, the prevalence in females increases [7–10]. Males with NAFLD have more severe metabolic phenotypes than females, including higher glucose levels, higher systolic blood pressure, greater visceral adiposity, lower adiponectin levels, lower high-density lipoprotein cholesterol levels, and greater liver injury as measured by alanine aminotransferase levels and aspartate aminotransferase levels [11]. Although endogenous estrogens, adipose distribution, and other lifestyle factors have all been proposed as possible contributors to sex differences in NAFLD [10–13], the molecular mechanisms are unclear. Revealing the underlying biological mechanisms driving the sex differences in NAFLD can enable the identification of novel therapies and preventive strategies to ameliorate the heightening global health threat from NAFLD in a sex-specific and personalized manner.

Recently, human genome-wide association studies (GWAS) have revealed a handful of candidate causal genes such as *PNPLA3*, *SAMM50*, *PARVB*, *GCKR*, *LCP1*, *LYPLAL1*, *PPP1R3B*, *TM6SF2*, and *TRIB1* for NAFLD [14–16]. However, sex differences in genetic risks have not been investigated in these studies. In addition, NAFLD is strongly influenced by environmental factors such as diet, which are difficult to control in human studies. Rodent models, on the other hand, allow for control of environmental factors and collection of molecular traits from the relevant tissues when examining a complex disease. To enable the study of sex-specific mechanisms of NAFLD, hepatic steatosis and its relevant clinical and molecular traits were recently examined in both male and female mice of more than 100 distinct inbred and recombinant inbred strains from the hybrid mouse diversity panel (HMDP) [17]. These mice were treated with a high fat and high sucrose diet to generate hepatic triglyceride accumulation or steatosis, a hallmark of NAFLD. A comprehensive NAFLD-associated and sex-specific multi-omics data resource has also been generated, encompassing genotyping of common genetic variants, transcriptome data from liver and adipose tissue, and tissue-specific expression quantitative trait loci (eQTLs, reflecting the genetic regulation of gene expression in individual tissues). These data sets enable tissue-specific and sex-specific investigations of NAFLD mechanisms.

To fully leverage the multi-omic datasets from HMDP mice and incorporate disease-associated molecular signals with strong, moderate, and subtle effects, we have recently deployed an integrative approach to identify potential causal pathways, gene networks, and key regulators of NAFLD in males in a tissue-specific fashion, followed by experimental validation of the novel predictions [18]. In the current study, we apply this validated approach to compare the NAFLD biology between sexes to uncover the shared, male-specific, and female-specific genes, processes, and networks potentially driving NAFLD pathogenesis, thereby providing more comprehensive tissue-specific insight into the differential prevalence and manifestations of NAFLD between sexes.

## Methods

### Overall study design

We aimed to understand the sexually dimorphic mechanisms underlying NAFLD using an integrative genomics approach, Mergeomics [19, 20]. In our recent study [18], we used this pipeline to integrate the multi-omics data from the male mice of the hybrid mouse diversity panel (HMDP) [17, 21] to identify causal NAFLD gene networks and predict key regulator (driver) genes in these networks. Our subsequent in vivo and ex vivo experiments supported the reliability of our multi-omics modeling approach [18]. In our current study, we predicted the NAFLD processes and their key driver genes using the female HMDP mice [17, 21] and compared these findings with those from the male-focused study [18]. As illustrated in Fig. 1, we first reconstructed tissue-specific coexpression networks and identified modules (groups of co-expressed genes) using liver and adipose tissue gene expression data from female mice across more than 100 HMDP strains. Then, we integrated these modules with GWAS of hepatic triglyceride levels together with the eQTLs from liver and adipose tissue to identify gene co-expression modules or biological pathways enriched for NAFLD GWAS signals in females. The incorporation of the genetic signals helped to infer causal modules and pathways that are perturbed by genetic risks. Lastly, these NAFLD-associated gene sets in females were mapped on Bayesian networks that carry gene-gene regulatory information to predict potential key driver genes of the NAFLD processes. The findings from the female-specific analysis were compared with those from the male-specific study [18] to retrieve sex-specific and shared mechanisms.

**Fig. 1:**
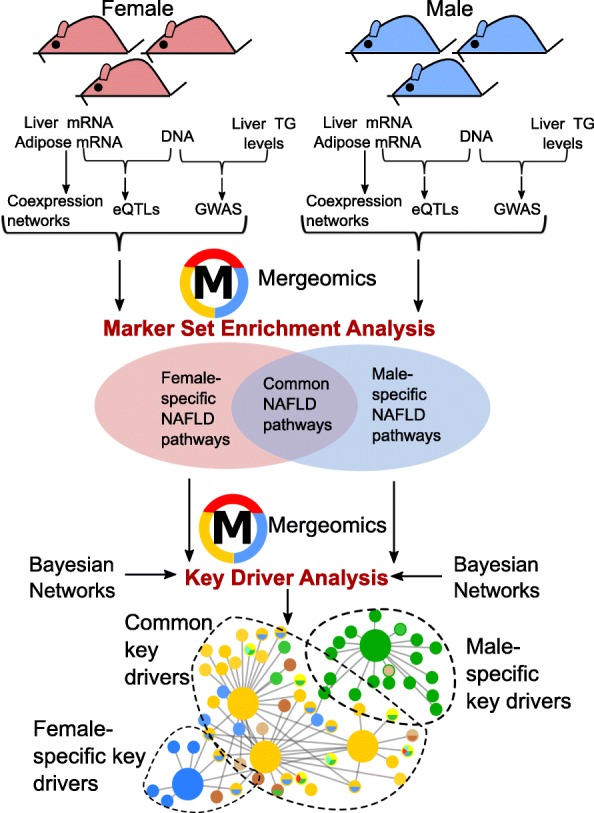
Schematic representation of the methodology. Genotype, liver and adipose tissue gene expression data, and hepatic triglyceride phenotypic data from both sexes of the hybrid mouse diversity panel (HMDP) mice were first integrated using Marker Set Enrichment Analysis in the Mergeomics pipeline to predict sex- and tissue-specific pathways perturbed in NAFLD. Then, potential regulatory genes (key drivers) for male-specific, female-specific, and shared pathways were identified using the Key Driver Analysis in Mergeomics. TG triglyceride, eQTL expression quantitative trait loci, GWAS genome-wide association studies

### HMDP study of NAFLD

The HMDP strains and the NAFLD study design with a high-fat high-sucrose diet were previously described in detail [17, 22]. Experimental procedures had been approved by the UCLA animal research committee. Female mice from 103 mouse strains and male mice from 113 strains used in this study were purchased from the Jackson Laboratory and bred at University of California, Los Angeles. These mice were fed an 8-week chow diet followed by an 8-week high-fat high-sucrose diet with 16.8% kcal protein, 51.4% kcal carbohydrate, and 31.8% kcal fat [17]. They were sacrificed after a 4-h fasting.

### Hepatic lipid content measurement

Liver lipids were extracted from 365 female mice and 465 male mice by following an established method [23]. About 60 mg of liver was used for lipid extraction, and the dried organic extract was dissolved in 1.8% (wt/vol) Triton X-100 [17]. Colorimetric assay from Sigma (St. Louis, MO) (triglyceride, total cholesterol, and unesterified cholesterol) and Wako (Richmond, VA) (phospholipids) were used to determine the amount of liver lipids in each extract according to the manufacturer’s instructions.

### RNA isolation and gene expression analyses of liver and adipose tissues

Flash-frozen liver and epididymal adipose samples from 256 female mice from 103 strains and 288 male mice from 113 mouse strains were weighed and homogenized, as detailed in [17]. RNA was isolated using RNeasy columns and global gene expression was profiled using Affymetrix HT_MG430A arrays for 206 liver and 211 adipose tissues from females and 227 liver and 228 adipose tissues from males (some mice had both liver and adipose tissue samples analyzed, whereas others had only one tissue passing quality control) [22]. ComBat provided in the SVA tool [24] was used to remove batch effects from the gene expression data.

### Statistical analysis

#### Genome-wide association analysis of liver triglyceride and tissue-specific eQTL analysis in females

Genotypes for 365 samples from 103 strains of female mice were determined using the Mouse Diversity Array [25]. SNPs with poor quality, a minor allele frequency of < 5% or a missing genotype rate of > 10%, were removed as previously described [17], resulting in about 200,000 SNPs. Genome-wide association mapping of the liver triglyceride content and tissue-specific eQTLs were previously generated using Factored Spectrally Transformed Linear Mixed Models [26, 27]. We used cis-eQTLs that were defined within ±1 Mb region of the transcription start and end sites of the genes. False discovery rate (FDR) estimated by the *q* value approach [28] was used for correcting for multiple testing. In the adipose tissue, 216,296 *cis*-eQTL associations were used (76,451 unique *cis*-eSNPs and 1954 *cis*-genes), and in the liver, 241,463 *cis*-eQTL associations were used (81,076 unique *cis*-eSNPs and 2168 *cis*-genes) at *P* < 1E−6 (FDR < 0.01).

#### Reconstruction of tissue-specific co-expression networks from liver and adipose tissue transcriptome data from females

Tissue-specific coexpression networks from gene expression data from 206 liver and 211 adipose tissue of female mice in HMDP were constructed using two complementary network methods: Weighted Gene Co-expression Network Analysis (WGCNA) [29] and Multiscale Embedded Gene Co-expression Network Analysis (MEGENA) [30]. WGCNA tends to cluster genes into large-sized modules and assigns each gene into a single module, whereas MEGENA defines smaller, more coherent modules and can assign each gene into multiple modules. As shown in our recent study focusing on male NAFLD [18], these two methods complement each other and can uncover hidden biology that could be missed by the other method.

Both network methods assign the co-regulated genes into the same coexpression module via hierarchical clustering based on correlation of gene pairs. WGCNA is based on agglomerative hierarchical clustering, whereas MEGENA uses a divisive method of clustering. Gene clusters are merged (in agglomerative) or split (in divisive) according to a distance measure. The distance measure used in WGCNA is Topological Overlap Matrix (TOM) subtracted from 1 (dissTOM = 1-TOM), which is based on the edge weight (correlation score) between two nodes (genes) by considering the edge weights of their neighbors in the network. Distance between two clusters is calculated as the average dissTOM score of all the gene pairs (one gene from each cluster in a pair-wise manner). Divisive clustering of MEGENA is based on the shortest path distance measure and a nested *k*-medoids clustering that finds *k* optimal clusters at each step by minimizing the shortest path distance within each cluster to define more compact modules. The nested clustering process continues until there is no more compact child cluster found. MEGENA clusters genes in a multi-scale manner, allowing the assignment of a gene into multiple modules, but at different scales.

For each module from WGCNA or MEGENA, we annotated the putative biological functions using known biological pathways curated from MSigDB database [31], which incorporates KEGG, Reactome, and Biocarta pathways, using the one-tailed Fisher’s exact test. Bonferroni correction was used to correct the *P* values. Pathways that have an adjusted *P* < 0.05 and shared ≥ 5 genes with a given module were deemed significant. Up to top five significant pathways were used to annotate each module. For modules without significant annotation terms, we used a less stringent cutoff at uncorrected *P* < 5E−3 and ≥ 5 shared genes to annotate them with suggestive pathways (indicated with an asterisk sign in figures and tables).

#### Module preservation analysis of the sex- and tissue-specific coexpression modules

We evaluated the preservation of the female-specific coexpression modules within the male-specific modules and vice versa, in a tissue-specific manner, using the modulePreservation procedure from the WGCNA R package. This procedure reports a *Z*-summary score to determine whether a module is preserved in another data set by using both connectivity and density statistics of the nodes within a module. A *Z*-summary score > 2 means that there is evidence for the preservation of a module in the second condition/dataset tested [29]. The modulePreservation procedure was applied in a tissue-matched manner between sexes to analyze the reciprocal preservation of the modules obtained from the female mice expression data with those from the male mice.

#### Filtering the coexpression modules based on their correlation with NAFLD

For downstream analysis, we only kept the coexpression modules that are relevant to the phenotype of interest (liver triglyceride levels), based on Pearson correlation between liver triglyceride and eigen genes of MEGENA and WGCNA modules. To select NAFLD-correlated modules, correlation *P* < 1E−3 was chosen as a cutoff, which corresponds to a false positive rate of 0.1 based on a permutation test. We generated 1000 random gene sets, with a member size ranging from 20 to 500 genes, as our negative controls, followed by calculating the Pearson correlation between the trait and the eigen gene of each negative control gene set. Among the 1000 negative controls, 102 gene sets had a correlation *P* < 1E−3 with the trait, representing false positives. The remaining negative control gene sets were true negatives. Therefore, at *P* < 1E−3, *false positive rate* = *false positives*/(*false positives* + *true negatives*) = 0.1.

#### Mergeomics pipeline for multi-omics integration

Similar to our previous study on male NAFLD [18], in the current study, we integrated the genetic (liver triglyceride GWAS) and functional genomics data (eQTLs, coexpression modules, and pathways) from female HMDP to define pathways and coexpression networks that are genetically associated with NAFLD using the Marker Set Enrichment Analysis (MSEA) in Mergeomics [19, 20]. MSEA maps the genes within each pathway (from Biocarta, KEGG, and Reactome) or coexpression modules (from MEGENA and WGCNA) to the expression single nucleotide polymorphisms (eSNPs) through eQTLs of the corresponding tissue in female mice. The *cis*-eQTLs (within ±1 Mb of the transcription start and end sites) at *P* < 1E−6 were used for mapping and eSNPs in linkage disequilibrium were trimmed to keep only one eSNP per linkage disequilibrium block based on the block information reported by the PLINK2 tool [32]. The mapped eSNPs for each module or pathway were queried for the corresponding association *P* values from the hepatic triglyceride GWAS. Then, a modified chi-square statistics, which summarizes enrichment assessment across a range of quantile-based cutoffs for the GWAS, is applied to each eSNP set to assess the significance of enrichment for stronger disease-associated GWAS *P* values by comparing the GWAS *P* values of the given eSNP set against the eSNPs of randomly generated gene sets [19]. Since this approach is not based on a single GWAS *P* value cutoff but uses a set of quantile-based cutoffs, it produces more stable enrichment scores and avoids artifacts. This modified chi-square statistics is defined as $$ \chi ={\sum}_{i=1}^n\frac{O_i-{E}_i}{\sqrt{E_i}+\kappa } $$, where *O* and *E* are the observed and estimated number of positive findings (i.e., findings above the *i*-th quantile point), respectively; *n* is the number of quantile points (10 quantile points were used ranging between the top 50% and top 99.9% signals based on the rank of the GWAS *P* values), and *κ* = 1 denotes a stability parameter that reduces the artifacts for small eSNP sets with low expected counts. Benjamini-Hochberg approach was used to correct for multiple hypothesis testing and an FDR < 0.05 cut-off was used to define the significantly enriched gene sets for a given GWAS.

If the significant gene sets (pathways or modules) for NAFLD at FDR < 5% had significant sharing of member genes, defined as gene overlapping ratio > 0.33 and Bonferroni corrected Fisher’s exact test *P* value< 0.05, we merged the overlapping gene sets into non-overlapping “supersets” to reduce the redundancy. Occasionally, we observed that a canonical pathway and a coexpression module, or two independent coexpression modules, which were annotated with the same biological term but did not share significant numbers of genes. In such cases, they were kept as independent supersets despite being annotated with the same (or similar) terms.

To predict potential key regulators, termed key drivers, within the NAFLD supersets, the Weighted Key Driver Analysis (wKDA) from Mergeomics pipeline was used. wKDA projects the tissue-specific NAFLD-associated gene sets onto a tissue-specific Bayesian network, which depicts putatively causal relationships between genes, to identify network hub genes (i.e., key driver genes), whose network neighborhoods are significantly enriched for genes in the NAFLD-associated supersets compared to the neighborhood of a random gene in the network. This analysis has been previously shown to successfully derive meaningful biological findings [19, 33, 34]. Here, we mapped the hepatic triglyceride-associated supersets onto previously defined liver and adipose tissue Bayesian networks, which were curated from multiple human and rodent expression datasets of previous studies [35–41] and constructed using RIMBANET [42, 43] based on the gene expression patterns, genetic information, causal inference, and previously known regulatory relationships among the genes [18]. Since the Bayesian networks incorporate genetic data, they can reveal causal regulatory relationships between gene pairs and enable the identification of potential regulators of disease genes and pathways. While combining the Bayesian networks from these individual studies and defining a union network for each tissue, we did not consider the edge weights and the directions since some of the edge directions included in these Bayesian networks might be conflicting while the edges included in each individual network were considered robust. Gene symbols given in the network figures are illustrated in human orthologs since the curated networks were taken from both human and rodent studies. Key drivers of a NAFLD superset were identified based on a modified chi-square statistics, as described for the MSEA above, that evaluates the enrichment of the member genes in the superset within the candidate key driver’s neighborhood in the Bayesian network compared to that of a random gene chosen from the same network. Benjamini-Hochberg FDR was calculated, and genes with an FDR < 0.05 were determined as significant key drivers of a given NAFLD superset. We identified the top key drivers in each shared and sex-specific NAFLD-superset based on their wKDA-FDR scores. Then, we extracted the subnetworks of the top key drivers in each Bayesian network by gathering the network neighbors of these key drivers.

#### Assessing overlap between the sex-specific NAFLD networks and sex-hormone target genes

To explore the origin of the sex-specific NAFLD networks, we investigated whether the female networks are enriched for estrogen target genes and whether the male networks are enriched for androgen target genes. Liver and adipose transcription factor regulatory networks were obtained from the Functional Annotation of the Mammalian genome (FANTOM) repository [44]. Tissue-specific downstream genes of estrogen receptors and androgen receptors were extracted from the FANTOM networks and used to assess overlaps with the female and male NAFLD networks using Fisher’s exact test in a sex and tissue matched manner (e.g., female liver NAFLD network genes were overlapped with estrogen receptor target genes in the FANTOM liver network).

#### Curation of previously studied NAFLD-relevant genes

As described in [18], 107 previously validated NAFLD-associated genes were taken from the DisGeNET database [45], which manually curates the gene-disease associations via text mining or from databases such as UniProt, ClinVar, Comparative Toxicogenomics Database (CTD), and the GWAS Catalog. We compared these genes to the ones identified by the current study as an in silico validation of our findings.

#### Gonadectomy and ovariectomy

The gonadectomy and ovariectomy experiments were performed as detailed previously [21, 46]. Male and female C57BL/6 J mice were purchased from The Jackson Laboratory (Bar Harbor). Mice were maintained on a chow diet (Ralston Purina Company) till 8 weeks of age and then placed on a high-fat high-sucrose diet (Research Diets D12266B) until 16 weeks of age. At 6 weeks of age, the mice were gonadectomized under isoflurane anesthesia (*n* = 4/group). Scrotal regions of male mice were bilaterally incised, testes removed, and the incisions closed with wound clips. Ovaries of female mice were removed through an incision just below the rib cage. The muscle layer was sutured, and the incision closed with wound clips. In sham-operated control mice, incisions were made and closed as described above. The gonads were briefly manipulated but remained intact.

#### RNA library preparation and sequencing for liver and adipose tissues from gonadectomized or ovariectomized mice

Upon sacrifice, liver and gonadal adipose tissues were instantly frozen in liquid nitrogen. Frozen tissues were homogenized in Qiazol, and following chloroform phase separation RNA was prepared from the pink phase using Qiagen miRNAeasy kits as per original protocol. BioANAlyzer was used to validate total RNA quality (all samples had RIN > 8). RNA libraries were prepared by the sequencing facility at the UCLA Neurosciences Genomics Core using Illumina TruSeq Stranded kits v2, followed by paired-end sequencing. Reads were aligned using STAR 2.5.2b, mm10 genome, and GENCOD M11 transcript annotation. Reads-per-gene tables were generated as part of STAR output, and DESeq2 was used for differential expression analysis (see below).

#### Differentially expressed gene analysis between gonadectomized/ovariectomized mice and sham-operated mice

DESeq2 R Bioconductor package [47] was used to identify the genes that were differentially expressed between the gonadectomized or ovariectomized mice and sham-operated mice. DESeq2 tool estimates the variance-mean dependence of the raw gene counts using a negative binomial distribution and identifies the differentially expressed genes between two groups (i.e., calculates the log2 fold changes and corresponding *P* values for each gene) based on a generalized linear modeling. Benjamini-Hochberg adjusted *P* < 0.05 was used to identify the differentially expressed genes. Then, we analyzed enrichment of the differentially expressed genes for the sex-specific NAFLD subnetworks in the liver and adipose tissues using Fisher’s exact test.

## Results

### Tissue-specific coexpression networks in females

To retrieve functional gene-gene relationships, gene coexpression networks were constructed based on transcriptome data of 206 liver and 211 adipose tissue samples of female mice from 103 HMDP strains using WGCNA [29] and MEGENA [30] (see the “Methods” section). For females, we identified 30 coexpression modules in the liver and 30 modules in adipose tissue using WGCNA, whereas with MEGENA, we identified 213 and 85 modules in the liver and adipose tissue, respectively. These findings are comparable with those from male mice [18]. Comparison of the modules between females and males revealed high preservation, with ~ 95% and ~ 90% of the modules reciprocally preserved between sexes in the liver and adipose tissues, respectively (Additional file 1). However, it is possible that different modules may be perturbed in NAFLD in each sex by different genetic risk factors.

### Identifying modules that are correlated with NAFLD phenotypes in females

Coexpression modules that are associated with the NAFLD phenotype were identified based on the correlation between the expression patterns of the module eigengenes and hepatic triglyceride levels across all female samples (see the “Methods” section). We found 65 MEGENA modules (29 from liver and 36 from adipose) and 10 WGCNA modules (7 from liver and 3 from adipose) to be significantly correlated with hepatic triglycerides. In the male HMDP data, we found similar percentages of adipose modules to be associated with NAFLD [18], but a higher percentage of NAFLD-associated liver modules (32% vs 13% for MEGENA modules and 35% vs 23% for WGCNA modules in males vs females). These percentages suggest less prominent NAFLD-related liver gene network perturbations in females compared to males, agreeing with the milder measures of liver injury in NAFLD females [11]. Functional annotation of the NAFLD-associated modules in females revealed diverse pathways ranging from various metabolic pathways, immune pathways, to extracellular matrix organization (Additional file 2). These NAFLD-correlated modules were further integrated with GWAS signals from female HMDP to identify potential causal mechanisms, as detailed below.

### Biological pathways and coexpression modules that exhibit genetic association with NAFLD

To identify potential causal processes for NAFLD in female mice, genetic information (GWAS; which carries potential causal inference), tissue-specific eQTLs, NAFLD-correlated co-expression modules, and biochemical and signaling pathways were integrated to infer groups of functionally connected genes that together demonstrate significant genetic association with NAFLD in females. Out of the 1823 canonical pathways and the 75 hepatic triglyceride-correlated female modules (36 from liver and 39 from adipose tissue), NAFLD GWAS signals from females were significantly enriched in 18 pathways and 5 liver co-expression modules informed by liver eQTLs, and 12 pathways and 6 adipose modules informed by adipose eQTLs, at FDR < 5% (Additional file 3). Some of the significant modules or pathways share member genes and represent similar biological processes. To reduce the redundancy, we derived “supersets” by merging overlapping gene sets; thereby each superset was comprised of one or more overlapping NAFLD-associated gene sets (see the “Methods” section). These supersets still carry enrichment for strong NAFLD genetic signals that their constituents carried (Additional file 4). Some of the gene sets were annotated with the same term but were not merged because the overlap in gene members was not sufficient to meet our criteria as specified in the “Methods” section (e.g., in female adipose tissue, 2 modules were annotated with extracellular matrix and matrisome terms but were not merged). Comparison of supersets between tissues revealed 6 liver-specific supersets (e.g., innate immune system, oxidative phosphorylation, metabolism of vitamins and cofactors), 6 adipose-specific supersets (e.g., branched-chain amino acid metabolism, extracellular matrix glycoproteins, axon guidance), and 8 cross-tissue supersets (e.g., apoptosis/cell cycle, gene expression regulation, growth factor receptor signaling) (Fig. 2).

**Fig. 2:**
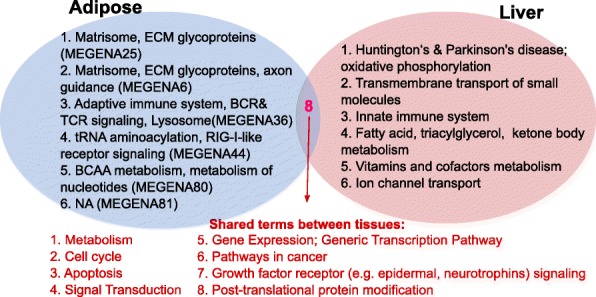
Comparison between NAFLD processes perturbed in the liver and adipose tissue for females. Putative causal pathways that are common to both tissues and unique to each tissue are listed. Co-expression modules are annotated with the most over-represented gene ontology terms. “NA” indicates no over-represented terms were found for a given module. BCAA branched-chain amino acid, BCR B cell receptor, ECM extracellular matrix, TCR T cell receptor

### Comparison of the NAFLD-associated supersets between female and male mice

Comparison of the female NAFLD supersets with those from the males [18] revealed five supersets (lipid metabolism, apoptosis/cell cycle, signal transduction, and transcription pathways) to be shared across tissues for both sexes (Fig. 3a; Additional file 4). In liver, oxidative phosphorylation and transmembrane transport of small molecules were shared between sexes, whereas branched-chain amino acid metabolism was shared between sexes in the adipose tissue (Fig. 3a).

**Fig. 3:**
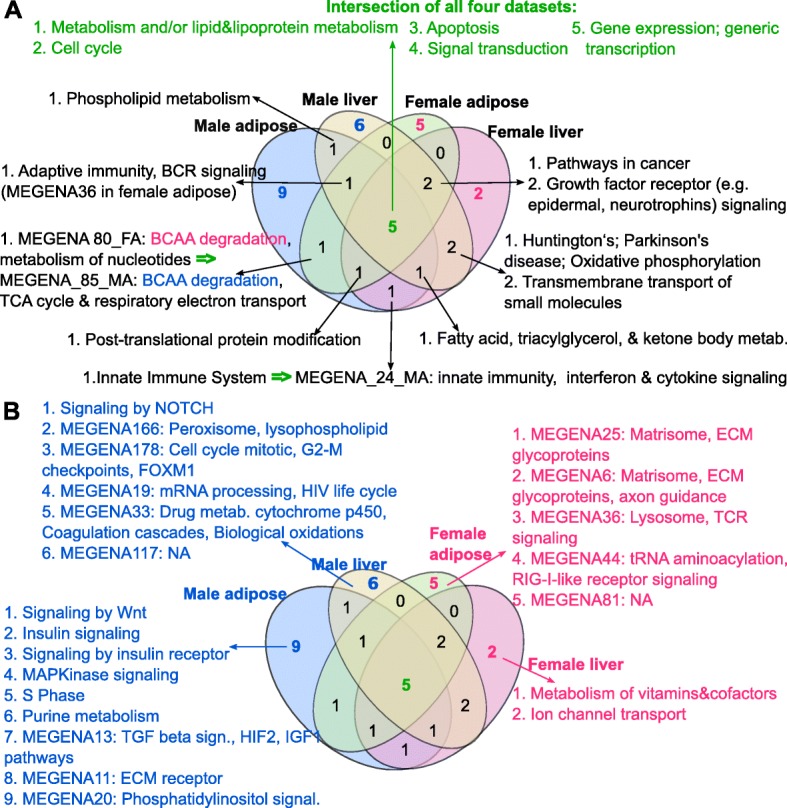
Comparison between NAFLD processes perturbed in the liver and adipose tissue of both sexes. Putative causal pathways that are **a** shared between sexes in one or both tissues and **b** unique to each sex and each tissue are listed. TCA the citric acid

Besides the consistent pathways between tissues and sexes discussed above, we also found that certain pathways demonstrate differential tissue-specificity between males and females (Fig. 3a; Additional file 4); innate immunity was specific to liver in females but was specific to adipose tissue in males, whereas the adaptive immune system and B cell receptor (BCR) signaling superset was shared by both tissues in males but was adipose-specific in females. Therefore, the two arms of the immune system appear to act in different tissues during NAFLD in females, whereas both the innate and adaptive immune systems were found to be perturbed in adipose tissue in males. Although the adaptive immune system is implicated in both female and male adipose tissue, it still has a sex-specific pattern since males have transforming growth factor-beta (TGFβ) and BCR signaling pathways, while females have a T cell receptor (TCR) pathway. TGFβ is a cytokine that can induce profibrogenic gene expression and may promote the progression from steatosis to steatohepatitis in males [48]. Additionally, males showed perturbations in fatty acid, triacylglycerol, and ketone body metabolism in both tissues, but this pathway was liver-specific in females. On the other hand, growth factor receptor signaling and cancer pathways were adipose-specific in males but identified in both tissues in females.

Processes that were specific to one sex were also identified. For instance, insulin signaling-related terms were observed only in the adipose tissue of male mice. In addition, more metabolism-related pathways (e.g., lipid, lysophospholipid, fatty acid) were identified in males compared to their female counterparts. Another male-specific adipose pathway was Wnt signaling, which has diverse effects on cellular metabolism and inflammation. Perturbed Wnt signaling is known to contribute to increased inflammation and decreased adipogenesis, leading to triglyceride accumulation and acceleration of NAFLD. Wnt signaling is known to crosstalk with Notch and TGFβ signaling, which were also found to be perturbed only in male liver and adipose tissues, respectively. Peroxisome, cytochrome p450 drug metabolism, and G2-M DNA damage checkpoint are additional male-specific pathways in the liver (Additional file 4). These findings may help explain the more severe metabolic syndrome and liver injury, as well as the higher ratio of DNA damage and inflammation markers observed in males.

For females, metabolism of vitamins and cofactors and ion channel transport were uniquely identified in liver (Fig. 3b), whereas extracellular matrix glycoproteins, axon guidance, and TCR signaling were female-specific in adipose tissue. Ion transport has been associated with oxidative stress and plays an important role in the progression of liver steatosis to insulin insensitivity and more severe conditions such as hepatocellular carcinoma [46, 49–52]. Regarding the vitamins and cofactors pathway, adverse impacts of vitamin A, B12, D, and E deficiency in NAFLD, fibrosis, and NASH have been studied [53–57]. Vitamin A and D are involved in extracellular matrix remodeling during liver fibrosis, B12 deficiency impairs fatty acid oxidation [54], and vitamin E reduces endoplasmic reticulum stress and prevents liver inflammation and apoptosis. Some of these terms have been associated with NAFLD before, but here, we provide novel evidence that they may play a causal role in NAFLD based on the fact that we incorporated genetic signals in our analysis.

### Predicting key driver genes of the NAFLD-associated gene supersets in females

To predict the potential regulators of the NAFLD genes and pathways, we used liver and adipose tissue-specific Bayesian networks [42, 43] that involve causal or regulatory relationships between gene pairs and were independently constructed from previous human and mouse studies [35–41]. Numerous key drivers were predicted for each of the female NAFLD-associated superset at FDR < 5% (top key drivers for each superset in Additional file 4; full list in Additional file 5). We found that 23 of all significant key drivers were among the 107 previously reported NAFLD genes curated in DisGeNET (Additional file 6), including *AHSG*, *FASN*, *RBP4*, and *SREBF1*, which were found to be key drivers in both liver and adipose tissue in our analysis.

We compared the top key drivers predicted for the female NAFLD subnetworks with those predicted for males in a tissue-specific manner. As elucidated in Fig. 4 and detailed in Additional file 4, the shared liver or adipose key drivers between sexes included genes with diverse functions involved in fatty acid and cholesterol metabolism (such as *ACOT2*, *DECR1*, *DHCR7*, *SQLE*, *INSIG1*, and *ACSS2*), branched-chain amino acid catabolism (such as *BCKDHA*, *MCCC1,* and *ECHS1*), cell cycle (such as *CDCA8*, *MKI67*, and *CCNA2*), extracellular matrix (such as *FBN1*, *COL1A2*, and *CCDC80*), and immune system and inflammation (such as *RELB*, *IFNG*, and *CXCL10*). The key drivers and the pathways they regulate intimately interconnect in gene networks (Fig. 4a for liver and Fig. 4b for adipose tissue).

**Fig. 4:**
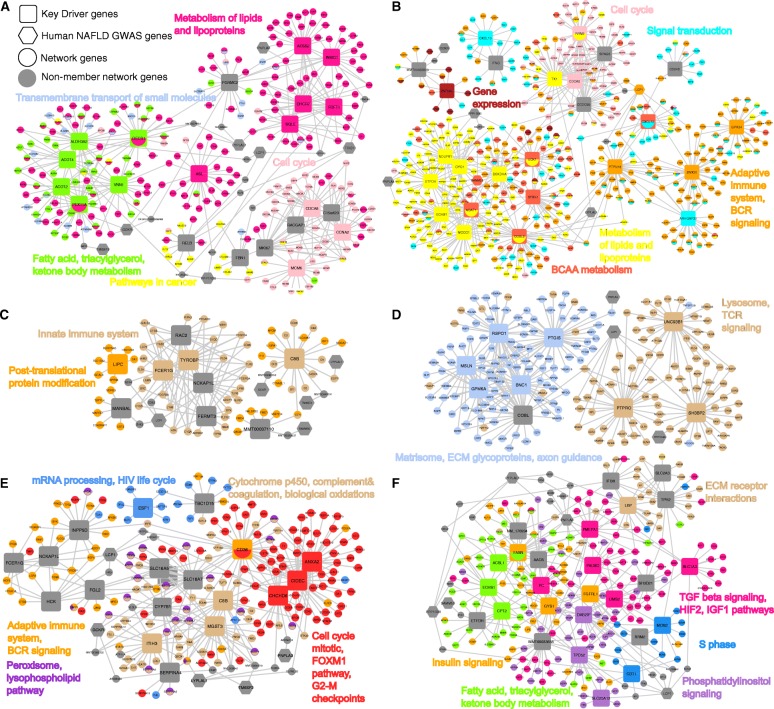
Bayesian gene network representations of NAFLD pathways and their key driver genes. **a** Liver Bayesian subnetwork comprised of shared liver NAFLD supersets between sexes and their top key drivers. **b** Adipose tissue Bayesian subnetwork comprised of shared adipose NAFLD supersets between sexes and their top key drivers. Female-specific **c** liver Bayesian subnetworks and **d** adipose tissue Bayesian subnetworks and their corresponding top key drivers. Male-specific **e** liver Bayesian subnetworks and **f** adipose tissue Bayesian subnetworks and their corresponding top key drivers. Key driver genes are shown with larger node sizes, human GWAS candidate genes are represented in hexagon shapes, and the rest of the genes are represented by smaller node sizes. Each NAFLD-associated superset is indicated with a distinct color in each network. Network genes that are not members of the NAFLD supersets are represented in gray. See also Additional file 4

We also identified key drivers (Additional file 4) and their associated subnetworks (Fig. 4c–f) for the sex-specific mechanisms in a tissue-specific manner. Many top female-specific key drivers are immune-related genes such as *PTPRO*, *SH3BP2*, *TYROBP*, and *C8B* (Fig. 4c for liver, Fig. 4d for adipose). In contrast, male-specific key drivers show broader functional diversity including various aspects of metabolism (e.g., fatty acids—*FASN* and *CD36*, mitochondria—*CPT2* and *CHCHD6*), insulin signaling (e.g., *FASN*, *GYS1*), immune system (e.g., *INPP5D*, *FCER1G*, *NCKAP1L*), and cell growth and apoptosis (*ANXA2, CIDEC*) (Fig. 4e for liver, Fig. 4f for adipose). Notably, both the shared and sex-specific key driver subnetworks contain numerous known human GWAS genes such as *PNPLA3* and *TRIB1*, but the GWAS genes are less likely to be key drivers. The combined subnetworks of NAFLD processes that are female-specific or shared between sexes are given in Additional file 7 A and B for liver and adipose tissue, respectively, whereas the male-specific or shared networks were previously presented in [18].

### Potential regulation of the NAFLD networks by sex hormones

To explore the potential role of sex hormones in regulating the sexually dimorphic NAFLD genes and pathways identified, we tested the sex-specific liver and adipose tissue key driver subnetworks for enrichment of known target genes of estrogen receptors (ESR1, ESRRA, ESRRB, and ESRRG) and androgen receptor (AR) based on FANTOM5 transcription factor regulatory networks [44] from matching tissues. We found that female-specific liver and adipose NAFLD networks were strongly enriched with target genes of estrogen receptors and male-specific key driver subnetworks showed a strong enrichment for the target genes of AR in both tissues (Additional file 8). We also investigated whether individual key drivers in the sex-specific networks are targets of sex hormones or show interactions with sex hormones. Among the female-specific key drivers, *NCKAP1L* is a target of estrogen receptor ESRRA; *C8B* is a target of multiple estrogen receptors ESRRA, ESRRB, and ESRRG; and *SH3BP2* is a target of ESR1 [44]. Among the male-specific key drivers, *CHCHD6* is a target gene of the androgen receptor. These results suggest that sex hormones may regulate the sex-specific key drivers and pathways and partially explain the sexual dimorphism in NAFLD.

### Gonadectomy and ovariectomy experiments support the regulatory roles of sex hormones in NAFLD sexual dimorphism

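The effect of removing the gonads was measured by RNA sequencing of liver and gonadal adipose tissue from C57BL/6J mice, an inbred laboratory strain. Males lost their testes and females their ovaries, and sham-operated mice of each sex, whose gonads were handled and left in place, served as controls. On the high-fat high-sucrose (HF/HS) diet there were 4 mice in each combination of sex and surgery, and both tissues came from the same mice, which gave 32 libraries. A further 32 libraries came from chow-fed mice and did not enter the main comparisons at these conclusions. They did enter the check of sex, the fits with both diets pooled or all groups of a tissue, the relation to macrophage genes and the values given for chow. The authors made stranded libraries, aligned the reads with STAR 2.5.2b to the mm10 genome with the GENCODE M11 annotation, and deposited the number of reads that STAR counted on each of 47729 genes, without normalization. STAR counts only reads with a single mapping position, so genes of near-identical families lose the reads that fit several copies and can be undercounted. The paper's text does not say which strand setting the counts use, so overlapping and antisense genes are uncertain as well. The total count per liver library ran from 12301616 to 15248255 in gonadectomized males, from 11711091 to 14531907 in sham males, from 10754540 to 13612836 in ovariectomized females and from 10822185 to 14894119 in sham females. In adipose tissue the corresponding ranges were 10410922 to 11687153, 10562194 to 11559557, 9215593 to 11092079 and 10616236 to 12381094 counts. The group medians, in the order of those 4 adipose groups, were 10784524, 11089005, 10294300 and 11514768.5 counts, and in liver they were 13867289.5, 13335780.5, 12747742.5 and 12960363. The recorded sexes matched the data. Xist, which is transcribed from the inactive X chromosome, lay between 1096 and 1847 CPM (counts scaled to the size of each library) in female livers and at 5.65 CPM or below in male livers, chow-fed mice included. In every comparison the 4 gonadectomized mice were set against the 4 sham mice of the same sex and tissue. Genes with too few counts were removed with edgeR's filterByExpr, library sizes were scaled by the TMM method, and each gene was tested with edgeR's quasi-likelihood test. The p-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p-value under 0.05 are called differentially expressed. The authors used DESeq2 with the same threshold, which was run as an alternative. Log2 fold changes compare gonadectomized with sham mice, and gene positions refer to mm10.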

To more directly test the role of sex hormones, we compared our NAFLD subnetworks with the transcriptome of both liver and adipose tissues from gonadectomized and ovariectomized mice. At FDR < 5%, we identified 2435 and 196 differentially expressed genes in liver tissue of males and females, respectively, and 1804 and 1491 differentially expressed genes in adipose tissue of males and females, respectively (Table 1). These results suggest a significant impact of testosterone on both male tissues and estrogen on the female adipose tissue. In contrast, female liver tissue was less affected by estrogen deficiency. 

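In male liver, 2273 of 13757 tested genes were differentially expressed, of which 1290 were higher and 983 lower after gonadectomy. In female liver, 60 of 13837 tested genes passed the threshold, 46 of them higher and 14 lower after ovariectomy. Male adipose tissue gave 1287 of 15698 genes, with 525 higher and 762 lower, and female adipose tissue gave 476 of 15736 genes, with 204 higher and 272 lower. With DESeq2, 1590 genes passed the same threshold in female adipose tissue, all 476 genes among them. The other counts by DESeq2 were 2376 genes in male liver, 197 in female liver and 1840 in male adipose tissue, and these shared 2138, 60 and 1262 genes with the edgeR calls. The direction of the calls depended on the scaling. With total counts in place of TMM, 1537 of 2113 genes were higher in male liver, 700 of 1217 in male adipose tissue and 429 of 599 in female adipose tissue. In female adipose tissue, total counts moved the median log2 fold change of all tested genes from 0.04 to 0.19. In female liver, DESeq2 called 117 of its 197 genes higher. Single mice moved these counts. Without sham female 42, no gene passed in liver, and without sham female 44, 5 genes passed in adipose tissue, whereas without ovariectomized female 34 the adipose count rose to 1419. The adipose library of ovariectomized female 35 held 105.7 CPM of Cyp11a1, an ovarian steroidogenic gene chosen after its values were seen, against at most 0.879 CPM in the other 7 mice, and 930 genes passed without it. In male liver the count was 1325 without sham male 10. In male adipose tissue it was 378, 493, 566 and 443 without sham males 9, 10, 11 and 12, so the fall does not point to a single mouse. A smaller group also has less power, which these fits do not separate from an unusual mouse.

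**Figure D1:**
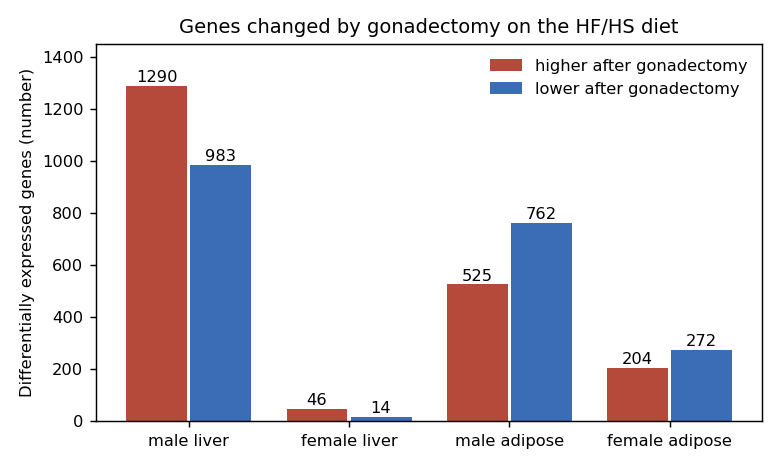
Number of differentially expressed genes (y axis) in each sex and tissue on the HF/HS diet (x axis), from 4 gonadectomized against 4 sham mice. Red bars are genes higher and blue bars genes lower after gonadectomy, from 1290 higher genes in male liver to 14 lower genes in female liver.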

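The 3 largest rises and the 3 largest falls were taken in each tissue from the genes that passed the threshold at a mean of at least 1 log2 CPM without overlap between the groups. In male liver the largest falls were all in the major urinary protein cluster on chromosome 4. Mup7 (ENSMUSG00000073842, 60066469 to 60070475) went from 1982 ± 661 CPM (SD, n = 4) in sham males to 1.51 ± 0.45 CPM (SD, n = 4) in gonadectomized males, a log2 fold change of -10.37 (standard error 0.37, adjusted p = 4.3e-07 from edgeR's quasi-likelihood test). Mup14 fell by 8.47 on the log2 scale, and Mup1 was at least 140.9-fold lower, since none of the gonadectomized mice had more than 3 counts. The largest rises were Cyp2c69 (chromosome 19, 39842814 to 39886799), Cyp2b13 (chromosome 7, 26061497 to 26096197) and Cyp2a4 (chromosome 7, 26307169 to 26315088), with log2 fold changes of 8.64, 7.93 and 7.71. Cyp2a4 stood at 216 ± 58.0 CPM (SD, n = 4) after gonadectomy and 1.03 ± 0.58 CPM (SD, n = 4) in sham males. These Mup and Cyp2 genes belong to families of similar copies, whose shared reads are not counted, so their levels are uncertain. The calls on all 6 genes held with each mouse left out in turn.
In male adipose tissue the largest falls were Cadps, Sult1e1 and Grem1, with log2 fold changes of -4.16, -3.60 and -3.08, and the largest rises were Zim1, Thbs2 and Iglv1, with 2.98, 2.96 and 2.21. Sult1e1 (ENSMUSG00000029272, chromosome 5, 87575969 to 87591594), an estrogen sulfotransferase gene, fell from 21.6 ± 4.82 CPM (SD, n = 4) to 1.78 ± 0.57 CPM (SD, n = 4), with a standard error of 0.25 on the log2 scale and an adjusted p of 0.00011. Without sham male 9, Grem1 reached an adjusted p of 0.051, and the other 5 genes stayed under the threshold in all 8 fits that left out a mouse.
In female adipose tissue the largest falls were Mup10, Acsm3 and Ucp1, with log2 fold changes of -2.84, -2.75 and -2.63, and the largest rises were Slc7a11, Rnf128 and Slc5a7, with 5.63, 5.58 and 5.01. Ucp1 (ENSMUSG00000031710, chromosome 8, 83290352 to 83298452), the uncoupling protein of brown and beige fat, was at 161 ± 66.8 CPM (SD, n = 4) in sham females and 25.9 ± 17.8 CPM (SD, n = 4) in ovariectomized females (standard error 0.54, adjusted p = 0.039). Rnf128 (chromosome X, 139563316 to 139673145) rose from 1.14 ± 0.31 CPM (SD, n = 4) to 55.2 ± 58.9 CPM (SD, n = 4), so its spread among the ovariectomized mice was as large as its mean. All 6 genes lost significance in at least one fit that left out a mouse, with Acsm3 significant in 6 of the 8 fits and Ucp1 in 1. From the numbers of differentially expressed genes, the paper proposes that testosterone acts on both male tissues and estrogen on female adipose tissue.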

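Among the 60 genes that passed the threshold in female liver by edgeR, none had an adjusted p-value under 0.01, and 1568 genes had an unadjusted p-value under 0.05. The largest rises by the same rule were Sult2a5, Slc22a29 and Fitm1, with log2 fold changes of 2.88, 1.31 and 1.29, and the largest falls were Cadm4, Cyp2c40 and Eci3, with -1.44, -1.06 and -1.05. Fitm1 (ENSMUSG00000022215, chromosome 14, 55575617 to 55576954), which encodes a protein that promotes fat storage in lipid droplets, rose from 5.21 ± 1.22 CPM (SD, n = 4) to 12.8 ± 3.41 CPM (SD, n = 4), with a standard error of 0.22 and an adjusted p of 0.033 by edgeR's quasi-likelihood test. Each of the 6 genes lost significance when single mice were left out, and Fitm1 kept it in 2 of 8 such fits. DESeq2 gave the 6 genes adjusted p-values from 9.6e-11 for Sult2a5 to 0.003 for Eci3. Over all alternatives, their highest adjusted p-values ran from 0.084 for Fitm1 to 0.999, so none of the 6 held throughout. In the separate chow-fed females, Fitm1 rose by a similar 1.15 on the log2 scale (standard error 0.20), without passing the threshold (adjusted p = 0.105 by edgeR). The fitted changes of the others on chow ran from -1.07 for Sult2a5 to 0.11 for Cyp2c40, and none of them passed. Sult2a5, Slc22a29 and Cyp2c40 have similar copies that their reads may map to equally well.
Whether gonadectomy acted differently in the sexes was tested directly with the interaction of sex and surgery over the 16 HF/HS libraries of a tissue. In liver, 483 of 14392 genes had an interaction with an adjusted p under 0.05, and the 2 genes with the smallest adjusted p were Cyp2a4 and Slc22a27. With surgery regrouped at random within each sex, as many genes came from 3 of the first 40 groupings in liver and from 4 of 100, the real one included. The 3 others, with up to 1504 genes, all kept the males' real or mirrored surgery, and the median of the other groupings was 0. The number drawn was raised to 100 after the counts from 40 were known. In adipose tissue the real grouping alone gave as many, 1 of 40 and 1 of 100. Slc22a27 (ENSMUSG00000067656, chromosome 19, 7864388 to 7966027) rose from 1.07 ± 0.205 CPM (SD, n = 4) to 28.6 ± 6.65 CPM (SD, n = 4) after gonadectomy of males and stood at 46.3 ± 7.95 CPM (SD, n = 4) in sham and 47.8 ± 5.89 CPM (SD, n = 4) in ovariectomized females. Its effects in the 2 sexes differed by -4.67 on the log2 scale (standard error 0.26, adjusted p = 2.7e-09), and between -4.79 and -4.49 with each of the 16 mice left out. In adipose tissue, 241 of 16686 genes had such an interaction, led by D430019H16Rik and Cadps. D430019H16Rik (chromosome 12, 105453856 to 105493095) fell by 1.58 on the log2 scale in males and rose by 0.63 in females, a difference of 2.19 (standard error 0.22, adjusted p = 0.00028). The number of genes in liver was 305 without sham female 41 and 778 without ovariectomized female 33, and in adipose tissue it was 56 without sham female 42 and 459 without ovariectomized female 34.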

We analyzed the enrichment of each differentially expressed gene list in our sex-specific NAFLD subnetworks (Fig. 4c–f) for the corresponding sex and tissue. Consistent with the numbers of differentially expressed genes from the gonadectomy/ovariectomy experiments, the female liver NAFLD subnetworks (Fig. 4c) had the smallest number of genes (86 compared to hundreds in the other networks). 

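The key drivers at the centre of the female liver subnetwork can be followed one by one in the ovariectomy data. Of the 9 top key drivers, 8 were matched to a gene in the counts, and all 8 were tested. None of them was differentially expressed, and none passed when the p-values were adjusted over the list alone. Rac2 (ENSMUSG00000033220, chromosome 15, 78559167 to 78572783) was the 1 gene of the 8 with an unadjusted p under 0.05. It stood at 6.50 ± 1.91 CPM (SD, n = 4) in ovariectomized and 4.46 ± 0.84 CPM (SD, n = 4) in sham females, a log2 fold change of 0.55 (standard error 0.21, adjusted p = 0.36 by edgeR). The log2 fold changes of the other key drivers ran down to -0.39 for C8b, whose adjusted p was 0.64 at a standard error of 0.27. The effect for Nckap1l was 0.17 with a standard error of 0.23, and the effect for Fcer1g was 0.05 with a standard error of 0.23. Both turned negative, at -0.09 and -0.23, without ovariectomized female 33, and Fcer1g also turned to -0.02 without sham female 42 and without sham female 44. Simulated changes of 1.5 on the log2 scale were recovered for 98.5% of 200 genes in this comparison. That simulation changed many genes at once, which eases the adjusted threshold. It did not measure how often single genes with smaller changes are found, such as the 0.81 of Inpp5d or 0.95 of Nckap1l in male liver. Changes of that size in these key drivers could therefore have been missed.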

Only two genes in this subnetwork were found to be affected by estrogen deficiency in the female liver. 

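In male liver, 18 of the 19 top key drivers were matched and tested, and 13 of the 18 were differentially expressed after gonadectomy, 10 higher and 3 lower. Adjusted over the list alone, 14 passed. Outside the list, 2260 of 13739 genes changed, or 16.4%, against 72.2% of the key drivers (one-sided Fisher's exact test, odds ratio 13.2, p = 2.5e-07). None of 10000 random lists with the same expression levels held as many changed genes, and their median was 3. Both tests treat genes as independent, whereas the immune genes named below varied together, so the p-value can be too small. The key drivers came from networks built on earlier human and rodent data, not from these libraries. Slc16a5 (ENSMUSG00000045775, chromosome 11, 115462474 to 115474398), which encodes a monocarboxylate transporter, rose from 7.67 ± 2.23 CPM (SD, n = 4) to 52.8 ± 17.1 CPM (SD, n = 4), a log2 fold change of 2.79 (standard error 0.30, adjusted p = 0.00095 by edgeR's quasi-likelihood test). Cd36 (ENSMUSG00000002944, chromosome 5, 17781690 to 17888801), a fatty acid receptor gene, rose from 89.8 ± 23.6 CPM (SD, n = 4) to 341 ± 66.0 CPM (SD, n = 4), with a log2 fold change of 1.92 (standard error 0.20, adjusted p = 0.00041). Cyp7b1 (ENSMUSG00000039519, chromosome 3, 18071950 to 18243338), an oxysterol hydroxylase gene, fell from 167 ± 56.6 CPM (SD, n = 4) to 31.5 ± 3.51 CPM (SD, n = 4), with a log2 fold change of -2.40 (standard error 0.23, adjusted p = 0.00042). The immune genes Inpp5d, Fcer1g, Nckap1l and Fgl2 rose by between 0.81 and 0.95 on the log2 scale, from means of 4.57 to 9.12 CPM in sham males. In other liver libraries their level followed that of a list of macrophage genes. The 5 key drivers that did not pass were Cidec, Mogat1, Chchd6, Esf1 and Itih3. Cidec (chromosome 6, 113424634 to 113435760) had the largest fitted rise of the list, 3.18, with 11.9 ± 11.2 CPM (SD, n = 4) after gonadectomy and an adjusted p of 0.058. It passed without gonadectomized male 3, at a log2 fold change of 3.50, and without gonadectomized male 4, at 3.49. DESeq2 gave it an adjusted p of 0.00048, within a range from 0.00048 to 0.16 over all alternatives. Of the 13 calls, Tbc1d15 alone was lost when single mice were left out, and it passed in 2 of 8 such fits.

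**Figure D2:**
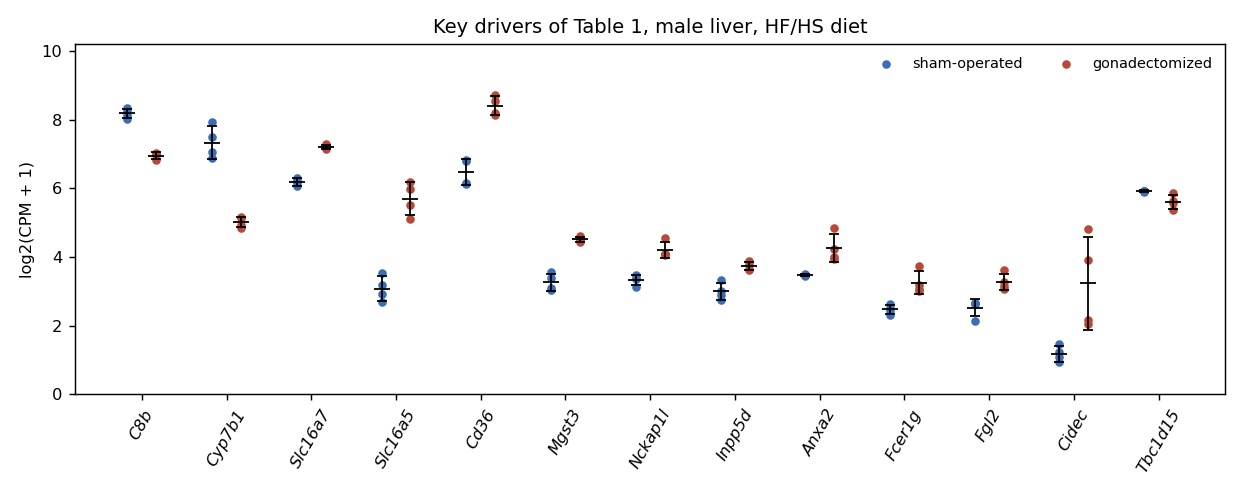
Expression as log2(CPM + 1) (y axis) of 13 male liver key drivers of Table 1 (x axis) on the HF/HS diet. Points are mice, 4 sham-operated (blue) and 4 gonadectomized (red), with black marks for the mean and SD, and the mean is higher after gonadectomy for 10 of the 13 genes.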

In stark contrast, about half of the male liver NAFLD subnetwork genes (100 of 218 genes) were found to be affected by testosterone deficiency in male liver tissue. Similarly, significant overlaps between the adipose NAFLD subnetwork genes and the adipose genes affected by sex hormone deficiency were observed for both sexes. 

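The subnetworks' top key drivers were followed in both adipose comparisons. In males, 25 of 29 top key drivers were matched and tested, and 8 of the 25 were differentially expressed after gonadectomy, 1 higher and 7 lower, while 13 passed when adjusted over the list alone. Of the other tested genes 8.16% changed, against 32.0% of the key drivers (one-sided Fisher's exact test, odds ratio 5.30, p = 0.00061), and 55 of 10000 random lists matched on expression held as many changed genes. Neither test allows for listed genes that vary together. Fasn (ENSMUSG00000025153, chromosome 11, 120805846 to 120824547), the fatty acid synthase gene, fell from 3098 ± 847 CPM (SD, n = 4) to 832 ± 224 CPM (SD, n = 4), a log2 fold change of -1.90 (standard error 0.23, adjusted p = 0.0043 by edgeR's quasi-likelihood test). The other falls, of Agpat2, Ppp1r1a, Aacs, Gys1, Echs1 and Etfdh, had log2 fold changes between -0.88 and -0.25. Sh3d21 rose by 0.78 with a standard error of 0.20. The number of key drivers was 3 without sham male 9, 4 without sham male 12 and 5 without sham male 10, and 2 when all adipose groups shared one estimate of the spread. Fasn did not pass in that fit or with both diets pooled, and over the alternatives its log2 fold change ran from -1.91 to -0.57 and its adjusted p from 2.1e-09 to 0.589.
In females, all 12 top key drivers were tested. Msln, Gpm6a, Ptgis and Rspo1 were lower after ovariectomy, which made 33.3% of the list against 3.00% of the other genes (one-sided Fisher's exact test, odds ratio 16.2, p = 0.00034), and 4 of 10000 matched random lists held as many. Both tests treat genes as independent. These 4 genes were all lowest in the same mouse, ovariectomized female 34, so a shift they share can count as several hits. Adjusted over the list alone, 5 passed. Msln (ENSMUSG00000063011, chromosome 17, 25748613 to 25754378), which encodes mesothelin, fell from 58.9 ± 5.13 CPM (SD, n = 4) to 26.9 ± 5.19 CPM (SD, n = 4), with a log2 fold change of -1.13 (standard error 0.14, adjusted p = 0.012). The falls of Gpm6a, Ptgis and Rspo1 were -0.94, -0.63 and -0.60, with adjusted p-values of 0.031, 0.046 and 0.046. Each of the 4 calls was lost in at least one of the 8 fits that left out a mouse, and none passed without sham female 42 or without sham female 44. With total counts as the scaling, Msln alone of the 4 passed. With all adipose groups in one fit, Gpm6a and Ptgis passed and Msln and Rspo1 did not, and with both diets pooled none of the 4 passed. Over the alternatives the adjusted p of Msln ran from 1.8e-10 to 0.605.

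**Figure D3:**
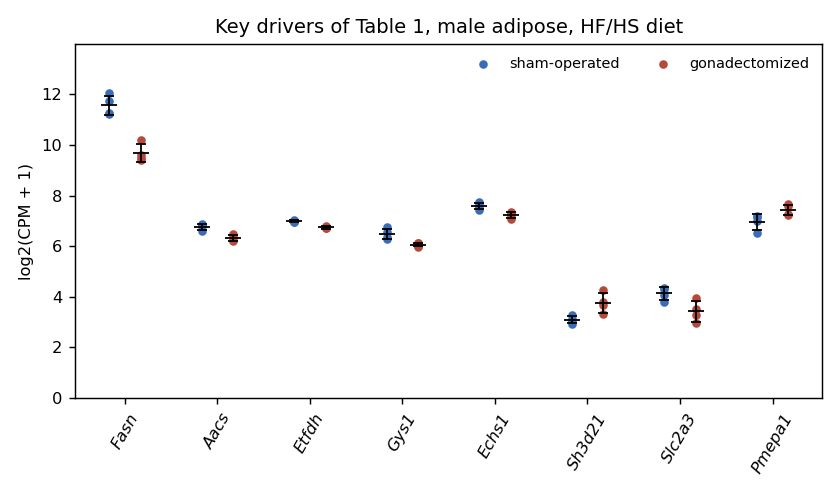
Expression as log2(CPM + 1) (y axis) of the 8 male adipose key drivers of Table 1 (x axis) on the HF/HS diet. Points are mice, 4 sham-operated (blue) and 4 gonadectomized (red), with the mean and SD in black, and Fasn shows the largest difference.

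**Figure D4:**
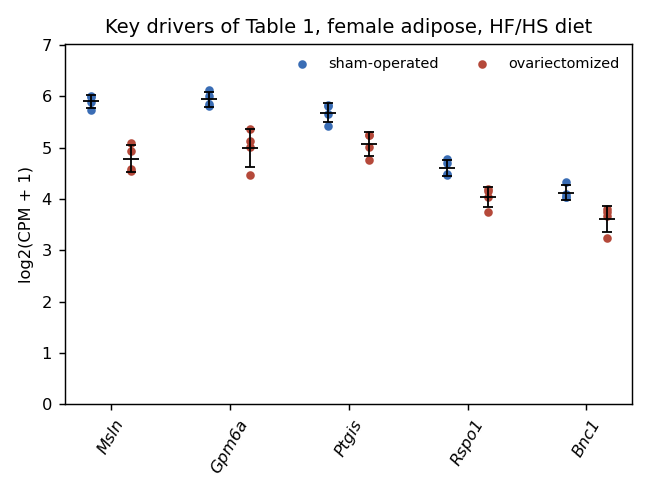
Expression as log2(CPM + 1) (y axis) of the 5 female adipose key drivers of Table 1 (x axis) on the HF/HS diet. Points are mice, 4 sham-operated (blue) and 4 ovariectomized (red), with the mean and SD in black, and all 5 means are lower in ovariectomized mice.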

Besides, some of our top key driver genes were among the differentially expressed genes for the corresponding tissue and sex as listed in Table 1 (see also Fig. 4c–f). These results support that sex hormones are involved in the regulation of the male-specific NAFLD processes in both tissues but only adipose pathways in females.

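Set against Table 1, 13 of its 14 male liver key drivers, 6 of its 8 male adipose key drivers and 4 of its 5 female adipose key drivers were differentially expressed by edgeR's quasi-likelihood test. The genes that did not pass were Cidec in male liver, Slc2a3 and Pmepa1 in male adipose tissue and Bnc1 in female adipose tissue. Slc2a3 (chromosome 6, 122727809 to 122801640) was at 10.1 ± 3.27 CPM (SD, n = 4) after gonadectomy and 16.8 ± 3.15 CPM (SD, n = 4) in sham males, with a log2 fold change of -0.74 (standard error 0.22, adjusted p = 0.072). Pmepa1 (chromosome 2, 173224458 to 173276533) had a log2 fold change of 0.45 (standard error 0.15, adjusted p = 0.10), which ran from -0.15 to 0.49 over the alternatives and was lowest with both diets pooled. Bnc1 (chromosome 7, 81966672 to 81992292) was at 11.4 ± 2.02 CPM (SD, n = 4) after ovariectomy and 16.5 ± 1.81 CPM (SD, n = 4) in sham females, a log2 fold change of -0.54 (standard error 0.15, adjusted p = 0.087). With DESeq2 the adjusted p-values of Slc2a3, Pmepa1 and Bnc1 were 0.024, 0.042 and 0.022, within ranges over all alternatives that reached 0.20, 0.91 and 0.48. With all groups of a tissue in one fit, 14 of 14 passed in male liver, 1 of 8 in male adipose tissue and 2 of 5 in female adipose tissue. With both diets pooled, 10 to 12, 0 to 3 and 0 passed in that order. Among the male liver key drivers of Table 1, Slc16a7 and C8b had the smallest adjusted p-values, 2.8e-06 and 2.1e-06, at log2 fold changes of 1.04 and -1.24. Mgst3 rose from 8.70 ± 1.65 CPM (SD, n = 4) to 21.9 ± 1.11 CPM (SD, n = 4) and Anxa2 from 10.1 ± 0.15 CPM (SD, n = 4) to 18.8 ± 6.25 CPM (SD, n = 4). Among the male adipose top key drivers, Ppp1r1a and Agpat2 were also differentially expressed and are not listed in Table 1.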

**Table 1:** Overlap between sex-specific NAFLD subnetworks and DEGs affected by sex hormones

Tissue	Sex	Network size	DEG size	Overlap gene size (overlap KD size)	Overlap KD list	Fold change	*P* value
Liver	M	218	2435	100 (14)	*C8B*, *CYP7B1*, *SLC16A7*, *SLC16A5*, *CD36*, *MGST3*, *NCKAP1L*, *INPP5D*, *ANXA2*, *HCK*, *FCER1G*, *FGL2*, *CIDEC*, *TBC1D15*	6.13	8.28E−71
	F	86	196	2 (0)	–	3.86	8.68E−02
Adipose	M	261	1804	71 (8)	*FASN*, *AACS*, *ETFDH*, *GYS1*, *ECHS1*, *SH3D21*, *SLC2A3*, *PMEPA1*	4.39	9.34E−35
	F	206	1491	34 (5)	*MSLN*, *GPM6A*, *PTGIS*, *RSPO1*, *BNC1*	3.22	4.57E−13

One-sided Fisher’s exact test was used to calculate enrichment *P* values

## Discussion

To understand the sexual dimorphism observed in NAFLD, here, we compared the genetically perturbed mechanisms in NAFLD between sexes via integration of multi-omics data including GWAS, tissue-specific transcriptomic and eQTL data, and NAFLD phenotypic data from > 100 inbred and recombinant inbred mouse strains for females and males. This comprehensive data-driven analysis revealed both shared and sex-specific pathways, regulatory genes, and networks, thereby providing molecular insights into the sex differences in NAFLD. Furthermore, both our in silico FANTOM5 transcription factor analysis and in vivo hormone modulation experiments support a strong role of sex hormones in the regulation of sex-specific NAFLD pathways.

We conducted our analysis in a tissue and sex-specific manner, identifying and comparing causal NAFLD processes between sexes in the liver and adipose tissue since those are the most relevant and implicated tissues in NAFLD pathogenesis [48]. We observed numerous processes that are shared by both sexes, such as the cell cycle, apoptosis, and lipid metabolism in both tissues, fatty acid metabolism, oxidative phosphorylation, and growth factor receptor signaling in liver tissue, and branched-chain amino acid metabolism, adaptive immune system, and post-translational protein modification in adipose tissue (Additional file 4). Many of these pathways have been previously associated with NAFLD [48, 58, 59], confirming the reliability of our approach. The consistency of these shared terms between sexes highlights them as the core processes that can be targeted generally for NAFLD.

To facilitate the identification of potential targets for the above-shared pathways, we used a network modeling approach to define candidate regulator genes or key drivers. The predicted key drivers were found to orchestrate genes in the NAFLD processes shared by both sexes, forming highly connected subnetworks containing numerous previously known NAFLD genes (such as *AHSG*, *FDFT1*, *FASN*, *ACADVL*, *PNPLA3*, *GCKR*, *LYPLAL1*, and *LCP1*) (Fig. 4a, b). In liver tissue, many key drivers are involved in fatty acid and cholesterol metabolism, such as *ACOT2* and *DHCR7*. In adipose tissue, notable key drivers such as *BCKDHA*, *MCCC1*, and *ECHS1* are key enzymes involved in branched-chain amino acid catabolism. Branched-chain amino acids are known to be involved in numerous physiological activities related to nutrition, metabolism, and immune system processes and metabolic disorders such as insulin resistance and NAFLD. Impairments in branched-chain amino acid degradation deteriorate the TCA cycle, which may lead to mitochondrial dysfunction in NAFLD [60]. Identification of the key drivers that regulate the shared pathogenic processes between sexes may facilitate the prioritization of targets to treat the disease in the general population.

In addition to the shared pathways, we observed female-specific processes in the liver and adipose tissue (Additional file 4) and predicted their potential regulators. NCK-associated protein 1-like (*NCKAP1L*) and TYRO protein tyrosine kinase binding protein (*TYROBP*) were found to be the top key drivers of the innate immune system in the liver. The same key drivers have been previously found to regulate an inflammation network involved in a large number of diseases including diabetes, obesity, cardiovascular disease, and cancers [61]. Another top key driver regulating a female-specific process in the liver is complement C8 beta chain (*C8B*) in the complement pathway. It has not been previously associated with NAFLD; however, it is connected to three human NAFLD GWAS genes (*GCKR*, *LYPLAL1*, and *TM6SF2*) in our liver network, making it a strong novel candidate target for NAFLD. SH3 domain-binding protein 2 (*SH3BP2*), is a female-specific adipose key driver for the TCR signaling and lysosome module. *SH3BP2* has not been previously associated with NAFLD to the best of our knowledge, but it is a target of estrogen receptor 1 according to FANTOM5 adipose tissue gene regulatory network [44], which may support our sex and tissue-specific finding on *SH3BP2.*

Notably, lipid-related processes (e.g., phospholipid, lysophospholipid) are prominent in males (Additional file 4) [18] but not in females. Another male-specific process, Notch signaling, was previously found to be correlated with insulin resistance, hepatic steatosis, alanine aminotransferase, and NAFLD activity score in liver biopsies [62]. Our results support a causal role of this pathway in NAFLD development, particularly in males. We also observed male-specific adipose tissue pathways such as Wnt and insulin signaling, which agrees with the observations that insulin resistance is strongly correlated with NAFLD mainly in males and that males with NAFLD have higher glucose and lower adiponectin levels than females [11]. Differences in insulin sensitivity may partially explain sex differences in NAFLD. Male-specific top key drivers include *CHCHD6* and *CD36* in liver and *FASN* and *CPT2* in adipose tissue, which primarily regulate mitochondrial function and fatty acid metabolism. Coiled-coil-helix-coiled-coil-helix domain containing 6 (*CHCHD6*) was experimentally validated in our recent study as a novel key regulator of NAFLD by impairing mitochondrial functions in the liver [18]. These male-specific pathways and regulators along with the female-specific ones discussed earlier can facilitate future efforts to investigate the sex-specific mechanisms in NAFLD and may serve as potential therapeutic targets for sex-dependent treatments.

It is noted that estrogen deficiency in mice fed a high-fat diet leads to accelerated NAFLD progression [13], and after menopause, the rate and severity of NAFLD increases in females [10, 12]. Testosterone has also been associated with a protective role in NAFLD in males [46, 63, 64]. Since both male and female sex hormones might have a role in slowing the NAFLD progression, we also investigated the potential effects of the sex hormones on the sexual dimorphism in NAFLD using both an in silico transcription factor analysis and in vivo gonadectomy/ovariectomy experiments. Both analyses support significant overlaps between the sex-specific liver and adipose tissue NAFLD networks and sex hormone target genes. The significant overlaps also include our top key driver genes for the corresponding tissue and sex (Table 1, Fig. 4c–f). These results support a role of sex hormones in the regulation of the sex-specific NAFLD networks and pathways. However, hormones only partially explain the sex-specific networks. In the case of females, ovariectomy had limited effects on liver gene expression, suggesting minor contribution of estrogen deficiency to the female-specific liver networks. Since the ovariectomy experiment was carried out in adulthood, it is possible that developmental estrogen exposure plays a stronger role in shaping female liver network. It is also plausible that sex chromosomes play an important role, particularly in the female liver. Further investigations are required to explore the role of sex chromosomes in regulating sexually dimorphic networks for NAFLD.

A major strength and novelty of our study is the utilization of a multi-omics integrative approach to identify genetically causal or perturbed sex- and tissue-specific processes and key regulatory genes in NAFLD based on genetics, functional genomics, and gene regulatory networks. The integration of multidimensional datasets enabled us to derive one of the most comprehensive views of the genes and pathways that are likely perturbed by genetic risks of NAFLD in both males and females, thereby significantly enhancing our understanding of sexual dimorphisms in NAFLD. Compared to a previous study exploring sex differences in the same animal cohort, which focused on a few genome-wide significant loci and pair-wise correlations between phenotypes and individual genes [46], our study uniquely leveraged the full spectrum of molecular associations across multi-omics dimensions and benefited from network representations of regulatory relationships. In addition to confirming mitochondrial function, oxidative phosphorylation, and transmembrane transport as important NAFLD processes [46], we identified numerous sex-specific genes and pathways that were missed in the previous study.

A principle limitation of our study is that our analytical framework only considers the effect sizes but not the directionality of NAFLD GWAS associations and gene expression changes. As such, it is difficult to infer if the sex-specific pathways are protective or pathogenic for NAFLD. For example, it is possible that some of the sex-specific pathways reduce instead of promote disease risks. Building on our recent successes in experimentally validating predictions from the integrative genomics approach described here, future studies that perturb individual sex-specific pathways and key drivers identified here will help confirm the causality of the predicted genes and pathways and determine whether they should be activated or inhibited to ameliorate NAFLD.

Our sex-specific findings help understand the long-observed sexual dimorphism in NAFLD and provide insights into the potential differential pathogenic pathways between males and females, which can guide future development of sex-specific therapeutics in translational studies. Although our study is carried out in mice, there is strong evidence for replication of our findings in human studies. For instance, results from our previous male-focused study [18] are consistent with an independent human study demonstrating the functional associations of *FASN*, *PKLR*, and *THRSP* with NAFLD [65]. Additionally, our NAFLD gene subnetworks (Fig. 4) contained human NAFLD GWAS genes such as *PNPLA3*, *LCP1*, and *TMSF2*. Furthermore, our recent study examining liver fibrosis identified significant overlaps in the genes and pathways between mouse and human [66]. These observations support the translatability of our findings from mouse studies to human NAFLD or NASH pathogenesis.

## Conclusions

The National Institute of Health and the Food and Drug Administration have prioritized personalized medicine as a key to developing effective therapies [67]. Sex is one of the important factors to consider when developing personalized medicine as it can affect drug dose level, adverse reactions, and responses. There are numerous reported sex differences in liver disease drugs with regard to the rate of response and adverse reactions, but few of these sex differences are understood [12]. Our multi-omics integrative approach combining genetic, gene expression, functional genomics, and network modeling delineated genes, pathways, and tissue-specific networks that contribute to the sexual dimorphism of NAFLD. Our findings support the existence of core pathogenic processes that can be targeted in both sexes and pinpoint sex-specific mechanisms to guide differential therapeutic options for males and females to more effectively mitigate NAFLD in a personalized manner.

## Additional files

Additional file 1: Z-summary scores for the module preservation of the female and male coexpression modules for both MEGENA and WGCNA methods in each tissue. Preservation of the female MEGENA modules in male MEGENA modules for (A) Liver and (B) Adipose tissues. Preservation of female WGCNA modules in male WGCNA modules for (C) Liver and (D) Adipose tissues. Preservation of the male MEGENA modules in female MEGENA modules for (E) Liver and (F) Adipose tissues. Preservation of male WGCNA modules in female WGCNA modules for (G) Liver and (H) Adipose tissues. (I) Mutual preservation ratios of female and male coexpression modules for both methods and both tissues.

Additional file 2: GO annotation of the hepatic triglyceride-related modules (based on eigen gene and trait correlation)

Additional file 3: Raw MSEA results. Left Panel shows the liver tissue results, while right panel shows the adipose tissue results.

Additional file 4: MSEA and KDA results of the sex-specific, tissue-specific, and shared supersets between sexes in each tissue. A superset is a gene set merging a group of highly overlapping pathways or coexperssion modules to reduce redundancy. Coexpression modules are labeled with IDs from WGCNA or MEGENA network and annotated with GO terms.

Additional file 5: KDA results. Left Panel shows the liver tissue results, while right panel shows the adipose tissue results.

Additional file 6: Previously annotated NAFLD-associated genes from the literature. Genes that were identified as a key driver in our analysis are highlighted in particular colors as denoted below.

Additional file 7: Combined subnetworks of NAFLD processes that are shared between sexes or female-specific. (A) Liver Bayesian subnetwork comprised of NAFLD supersets that are perturbed in liver tissue of females (as a combination of female-specific processes or shared processes between sexes) and the top key drivers of each superset. (B) Adipose Bayesian subnetwork comprised of NAFLD supersets that are perturbed in adipose tissue of females (as a combination of female-specific processes or shared processes between sexes) and the top key drivers of each superset.

Additional file 8: Enrichment of the key driver subnetworks for the target genes of the sex hormone receptors. Enrichment is evaluated in a tissue-specific manner using the tissue-specific FANTOM5 gene regulatory networks.

## Abbreviations

eQTL: Expression quantitative trait loci
GWAS: Genome-wide association studies
HMDP: Hybrid mouse diversity panel
KDA: Key Driver Analysis
MSEA: Marker Set Enrichment Analysis
NAFLD: Non-alcoholic fatty liver disease
NASH: Nonalcoholic steatohepatitis

How the deposited data were processed for this re-analysis (not part of the article)

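RNA of liver and gonadal adipose tissue from 32 C57BL/6J mice was sequenced, which gave 64 libraries. The mice were male or female, gonadectomized or sham-operated, and fed the HF/HS diet or chow, with 4 mice in each group. The authors prepared stranded paired-end libraries, aligned the reads with STAR 2.5.2b to mm10 with GENCODE M11, and deposited the counts of reads per gene as STAR wrote them, without normalization. The paper's text does not name the strand setting of these counts. Of the 47729 genes in the table, 47224 were matched to GENCODE M21, which uses the same genome build, for symbols and positions. A count was above 0 in some library for 28415 genes in liver and 36700 in adipose tissue. The total count per library ran from 9591833 to 15248255 in liver, with a median of 11721822, and from 9215593 to 15897429 in adipose tissue, with a median of 11339488.5.

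Everything else was computed from the deposited counts. Each comparison set 4 gonadectomized against 4 sham mice of the same sex, tissue and diet with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, library sizes were scaled by TMM, and the robust quasi-likelihood test was used, with Benjamini-Hochberg adjustment and a threshold of 0.05. CPM values used the TMM-scaled library sizes. Differences between sexes or diets were tested as interactions over 16 libraries. The study's key driver and receptor target lists were compared with the other tested genes by a one-sided Fisher's exact test and with 10000 random lists matched on mean expression in 20 bins. Both treat genes as independent, so their p-values can be too small where listed genes vary together. Other gene lists were tested with camera at a preset correlation of 0.01 and with fry, from limma 3.58.1. Fold changes against a group in which no library exceeds 3 counts are given as lower bounds. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 did the rest.

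The comparisons, the lists, the alternatives and the rule for naming genes were fixed before the data were examined. The rule names the genes of Table 1 and the top key drivers, the 3 largest rises and 3 largest falls among significant genes with a mean of at least 1 log2 CPM and no overlap between the groups, and the 2 genes with the smallest adjusted p in each interaction test. The alternatives were DESeq2 1.42.0 (which the authors used), DESeq2 without independent filtering, DESeq2's size factors in edgeR, total counts, no filter on low counts, at least 10 counts in every sample, all groups of a tissue in one fit, both diets pooled, an adjusted p of 0.01, adjustment over a list alone, fry, sex-biased lists at 4-fold, and each mouse left out in turn. Splits of the 8 mice of a comparison were counted in full, 35 of them. For the interactions, 40 regroupings of surgery within each arm were drawn at first, and their number was raised to 100 after those counts had been seen. A key driver of Table 1 is not reported here by itself. It counts in the totals over whole lists, and was left out of the figure and of the mean set against the macrophage list after that mean had been computed with it.

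Marker lists of adipocytes, cholangiocytes, epididymis, exocrine pancreas, hepatic stellate cells, hepatocytes, liver endothelium, lymphocytes, macrophages, mesothelium, ovary, oviduct and uterus, and testis were written from general knowledge, with lists of lipid-droplet and PPARG target genes and of male-biased and female-biased liver genes.

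The tests were tried on simulated data drawn from the real means and library sizes, with 200 genes changed by 1.5 on the log2 scale and a list of 50 others raised by 0.5. The recovery below counts the 200 genes only. In the 4 HF/HS comparisons edgeR recovered 96.5%, 98.5%, 93.5% and 91.0% of the changed genes among 13597, 13687, 15542 and 15556 tested genes (male liver, female liver, male adipose and female adipose tissue). Of its calls, 7.30%, 3.95%, 4.98% and 6.37% were on unchanged genes. DESeq2 recovered 97.5%, 99.0%, 95.5% and 94.5%, and 12.4%, 8.64%, 11.1% and 15.2% of its calls were on unchanged genes, among 13757, 13837, 15698 and 15736 tested genes. With nothing changed, edgeR called 0 genes in each comparison, and DESeq2 called 2, 0, 7 and 9. The interaction test recovered 88.0%, 94.0%, 84.5% and 77.0%.

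No pair of libraries of one group was identical, and the smallest chi-square per degree of freedom among the 96 pairs was 5.29. The member lists of the subnetworks were not used here, so their overlaps with the differentially expressed genes were not analysed here, and no published enrichment was recomputed.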

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

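The tests in this part were set before their results were seen, except for the number of regroupings in the interaction tests, which was raised from 40 to 100 after the counts from 40 were known, and for the separate reading of regroupings that kept the surgery of one arm, which was chosen after the counts were seen.

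The effect of gonadectomy differed between the sexes for 483 genes in liver and 241 genes in adipose tissue on the HF/HS diet, by the interaction of sex and surgery. Surgery was then regrouped at random within each arm. In adipose tissue, the real grouping was the only one with as many genes, 1 of 40 and 1 of 100, and the largest other regrouping gave 71 genes. In liver, 3 of the first 40 regroupings gave as many genes, the real one included, and 4 of all 100. The first share lies above 0.05 and the other below it, so by this count alone the outcome depends on the number drawn. All 3 other regroupings with as many genes, up to 1504, kept the males' real or mirrored surgery and so still carried its effect, and the median of the other regroupings was 0 genes. Cyp2a4 and Slc22a27, the leading genes in liver, differed between the sexes by -8.28 and -4.67 on the log2 scale (standard errors 0.37 and 0.26, adjusted p = 2.7e-09 each by edgeR, at most 1.8e-07 and 1.7e-08 over the alternatives) and passed in 16 of 16 fits that each left out a mouse. How the mice happened to fall into groups is therefore argued against as the source of the liver difference, while the number of genes stays uncertain. The counts were 305 without sham female 41 and 778 without ovariectomized female 33 in liver, and 56 without sham female 42 and 459 without ovariectomized female 34 in adipose tissue.

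The effect of gonadectomy differed between the diets for 121 genes in male liver, 2 in female liver, 4 in male adipose tissue and 30 in female adipose tissue. As many genes were found in 1, 4, 3 and 1 of the first 40 regroupings, in that order, and in 2, 7, 8 and 5 of all 100. Many of these regroupings kept the real or mirrored surgery of one diet and so still carried its effect, 1 of the 1 other in male liver, 4 of the 6 in female liver, 5 of the 7 in male adipose tissue and 3 of the 4 in female adipose tissue, with up to 808, 4, 792 and 1839 genes. Of those that kept neither, 2 in female liver, 2 in male adipose tissue and 1 in female adipose tissue gave as many genes. The diet differences in female liver and in both adipose tissues are therefore not counted as settled either way. The leading genes were Cyp4a31 and Coq8a in male liver, Btg2 and Gm15375 in female liver, Adam23 and Adap1 in male adipose tissue and Zfp809 and C2 in female adipose tissue. Coq8a fell by 0.99 on the log2 scale on the HF/HS diet and changed by 0.19 on chow, a difference of 1.19 (standard error 0.16, adjusted p = 0.0020 by edgeR, from 3.6e-09 to 0.0026 over the alternatives). The male liver count was 44 without chow-fed gonadectomized male 18, and the female adipose count was 0 without chow-fed sham female 57 and 69 without chow-fed ovariectomized female 50.

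The chow-fed mice, which the paper does not report on, gave 578 genes in male liver, 2 in female liver, 810 in male adipose tissue and 449 in female adipose tissue. The numbers higher after gonadectomy were 276, 1, 471 and 103. With total counts as the scaling they were 357 of 611 genes in male liver, 536 of 784 in male adipose tissue and 244 of 463 in female adipose tissue, where the median of all genes moved from 0.02 to 0.13. DESeq2 called 439 of 1221 genes higher in female adipose tissue. Among the 35 splits of the 8 mice, 1, 5, 1 and 1 gave as many genes in the same order, the real split included, so the 2 genes of female liver were not more than chance gives. In female liver 652 genes had an unadjusted p under 0.05. The count in female adipose tissue was 0 without any single one of ovariectomized females 51 and 52 and sham females 57 and 60.

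In male liver, more genes were called on the HF/HS diet than on chow. Greater depth of the HF/HS libraries is argued against, since 2036 genes were still called after their counts were thinned to the chow totals. A response of male liver that depends on the diet stays open as a biological hypothesis. The difference itself was tested for single genes with the interaction of diet and surgery, but the difference between the numbers of genes was not tested.

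A single mouse lay far from the other 3 of its group in 15 of 250 groups examined, where chance gives 12.5, so no pattern is read from them. The gap to the nearest mouse, as a share of the group's range, was 0.939 for Nckap1l in gonadectomized male 2 (22.4 CPM, against 15.7 to 16.1), 0.880 for Fgl2 in sham male 9 (3.41 CPM) and 0.853 for Manbal in ovariectomized female 35 (3.92 CPM), all in liver. It was 0.898 for Tyrobp in the liver of sham female 41 (16.6 CPM). In male adipose tissue it was 0.870 for Zim1 in gonadectomized male 1 (69.5 CPM), 0.843 for Acsl1 in sham male 9 (2036 CPM) and 0.885 for Thbs2 in the same mouse (112 CPM). In female adipose tissue it was 0.871 for Snx20 in ovariectomized female 35 (1.62 CPM) and 0.848 for Bnc1 in sham female 42 (19.2 CPM). Sham female 41 stood apart for Sh3bp2 at 0.838 (13.6 CPM), for Slc7a11 at 0.925 (1.41 CPM) and for Slc5a7 at 0.952 (5.45 CPM). Of the marker lists, the gap was 0.927 for hepatic stellate cells in the liver of sham male 12, 0.889 for lymphocytes in the liver of gonadectomized male 1 and 0.838 for mesothelium in the adipose tissue of sham female 42. No biological explanation was tested for these mice.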

How the results depend on the processing

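No test in this part was chosen after its result was seen. Over the alternatives other than leaving out mice, 156 counts and list results kept their direction and their side of the threshold or stayed within 1.5 times, while 36 rose past either, 20 fell below either and 1 reversed. Over the fits that each left out one mouse, 240 did so, 22 rose, 87 fell and 3 reversed. For the changes below, the cause was not tested. No paired analysis was possible because gonadectomized and sham mice carry different numbers. Genes that a filter removed have no value under it.

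With DESeq2 in place of edgeR, the number of differentially expressed genes was 197 in female liver and 1590 in female adipose tissue on the HF/HS diet, and 14 in female liver, 1534 in male adipose tissue and 1221 in female adipose tissue on chow. The sex difference of the gonadectomy effect was called for 766 genes in liver and 724 in adipose tissue, and the diet difference for 311 genes in male liver, 32 in female liver, 164 in male adipose tissue and 390 in female adipose tissue. Among the receptor target genes, 3 were called in male and 1 in female adipose tissue. DESeq2 without independent filtering called 158 genes in female liver and 1287 in female adipose tissue.

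With both diets pooled and diet as a covariate, edgeR called 2 genes in female liver, 2528 in male adipose tissue and 1592 in female adipose tissue, and DESeq2 called 3014 in male and 2359 in female adipose tissue. With DESeq2, both diets pooled and no covariate, there were 11 genes in female liver, 2294 in male adipose tissue and 2061 in female adipose tissue. At an adjusted p under 0.01, there were 922 genes in male liver, 0 in female liver (1568 at an unadjusted p under 0.05), 255 in male adipose tissue and 4 in female adipose tissue.

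With all groups of the tissue in one fit, female adipose tissue gave 2194 genes on the HF/HS diet and 1343 on chow, and female liver gave 0 on chow (652 at an unadjusted p under 0.05 when its 2 groups were fitted alone). In that fit 2 top key drivers were called in male and 2 in female adipose tissue, and 1 receptor target gene in female adipose tissue. With no filter on low counts, there were 264 genes in female liver on the HF/HS diet, 998 in male liver and 71 in female liver on chow, 20 with a diet difference in female liver, 10 in male adipose tissue, and 1 receptor target gene in male adipose tissue. With at least 10 counts in every sample, the diet difference in female liver was called for 0 genes (1167 at an unadjusted p under 0.05 with filterByExpr and TMM). With total counts, the sex difference in adipose tissue was called for 380 genes and the diet difference for 0 genes in female liver, 7 in male adipose tissue and 5 in female adipose tissue, with 1 top key driver and 1 receptor target gene in female adipose tissue. Adjusted over the list alone, 13 top key drivers passed in male adipose tissue.

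With fry in place of camera, the adjusted p (limma) of the female key driver lists was 0.478 for innate immune system (from 0.00053 over the alternatives), 0.0777 for MEGENA_25 (from 1.0e-24), 0.451 for MEGENA_6 (from 1.1e-06) and 0.401 for MEGENA_36 (from 3.2e-08), each the highest over the alternatives. It was 0.0793 for the male-biased genes in male adipose tissue (from 1.6e-08) and 0.221 for the female-biased genes in female adipose tissue (from 6.1e-07), again the highest, and 6 marker list tests passed in place of 14. With sex-biased lists at 4-fold, the adjusted camera p of the male-biased genes in female liver was 0.864 with the direction reversed (from 0.127 to 0.864 over the alternatives). That of the female-biased genes was 1.2e-05 in female liver (from 1.2e-05 to 0.636) and 0.0399 in male adipose tissue (from 0.0399 to 0.566).

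Leaving out one mouse at a time, the number of genes on the HF/HS diet ran from 1325 (without sham male 10) to 2639 in male liver, and was 1424 without gonadectomized male 2. In female liver it ran from 0 (without sham female 42, 1568 at an unadjusted p under 0.05 with all mice) to 45, with 1 without sham female 43, 5, 16 and 19 without ovariectomized females 36, 35 and 34, and 37 and 38 without sham females 41 and 44. In male adipose tissue it ran from 378 (without sham male 9) to 1396, with 443, 493 and 566 without sham males 12, 10 and 11. For female adipose tissue it ran from 5 (without sham female 44) to 1419 (without ovariectomized female 34), with 7 and 33 without sham females 42 and 43, and 45, 58 and 930 without ovariectomized females 33, 36 and 35.

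On chow the number of genes ran from 364 (without gonadectomized male 18) to 722 in male liver, with 370 and 383 without sham males 29 and 31. In female liver it ran from 1 (without ovariectomized female 50 or 52) to 27 (without ovariectomized female 49), with 4 without sham female 58. In male adipose tissue it ran from 439 (without gonadectomized male 20) to 950, with 468 without sham male 31 and 496 without gonadectomized male 17. In female adipose tissue it was 0 without ovariectomized female 51 or 52 or sham female 57 or 60 (3094 at an unadjusted p under 0.05 with all mice), 287 without ovariectomized female 49 and 843, the most, without ovariectomized female 50.

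The sex difference ran from 305 (without sham female 41) to 778 (without ovariectomized female 33) genes in liver. In adipose tissue it ran from 56 (without sham female 42) to 459 (without ovariectomized female 34), with 421 without ovariectomized female 35, 79 without ovariectomized female 36, 96 and 141 without sham females 44 and 41, 83 without gonadectomized male 4, and 102, 88, 75 and 94 without sham males 9, 10, 11 and 12. The diet difference in male liver ran from 44 (without gonadectomized male 18) to 158 genes, with 55 without sham male 10 or 29, 57 without gonadectomized male 2, 63, 66 and 77 without sham males 9, 12 and 31, and 75 without gonadectomized male 19. In male adipose tissue it ran from 3 to 16 (without gonadectomized male 1), with 7 and 9 without gonadectomized males 3 and 2. In female liver it was 0 without ovariectomized female 33, 34, 49, 51 or 52 or sham female 42, 43, 58 or 59 (1167 at an unadjusted p under 0.05 with all mice), 1 without ovariectomized female 36, 5 without sham female 41 or ovariectomized female 50, and 9, the most, without sham female 44. For female adipose tissue it was 0 without sham female 57 or 60 (2351 at an unadjusted p under 0.05 with all mice), 1 without sham female 42 or ovariectomized female 51, 2 without ovariectomized female 52 or sham female 58, 10 and 15 without ovariectomized females 49 and 36, 11 without sham female 41 and 69, the most, without ovariectomized female 50.

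The top key drivers ran from 3 (without sham male 9) to 8 in male adipose tissue, with 4 and 5 without sham males 12 and 10. Those in female adipose tissue ran from 0 (without sham female 42 or 44, 5 at an unadjusted p under 0.05 with all mice) to 4, with 1 without ovariectomized female 33 or sham female 43 and 2 without ovariectomized female 36 or sham female 41. The receptor target genes ran from 11 (without sham male 10) to 21 in male liver. In female liver they ran from 0 to 1, with 0 without ovariectomized female 33, 34 or 36 or sham female 41, 42 or 43 (4 at an unadjusted p under 0.05 with all mice). In adipose tissue they ran from 0 to 2 in males, with 2 without gonadectomized male 1 or 3, and from 0 to 2 in females, with 2 without ovariectomized female 35 (3 and 2 at an unadjusted p under 0.05 with all mice).

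The adjusted camera p ran from 3.6e-06 to 0.556 (without ovariectomized female 33, where the direction reversed) for the innate immune system list, which also missed the threshold at 0.0532 and 0.0600 without sham females 43 and 44. It ran from 1.0e-08 to 0.524 (without ovariectomized female 34) for MEGENA_6. In female liver it ran from 0.0033 (without ovariectomized female 33) to 0.412 for the male-biased genes, with the direction reversed at 0.1701 without ovariectomized female 36. For the female-biased genes it ran from 0.00093 (without ovariectomized female 33) to 0.819 (without ovariectomized female 36, reversed), with 0.0346 and 0.0385 without sham females 42 and 44.

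Some marker lists changed direction when a mouse was left out. In male liver the adjusted camera p of lymphocytes ran from 0.275 to 0.991 (reversed without gonadectomized male 2 or 3). In female liver it ran from 0.527 to 0.995 for hepatocytes (reversed without sham female 43 or 44 or ovariectomized female 34 or 35), from 0.387 to 0.969 for liver endothelium (reversed without sham female 41 or ovariectomized female 36) and from 0.0429 to 0.747 for macrophages (reversed without ovariectomized female 33, past the threshold at 0.0429 without sham female 41 and 0.0494 without ovariectomized female 35). It ran from 0.0326 (without gonadectomized male 1) to 0.982 for mesothelium in male adipose tissue (reversed without gonadectomized male 4 or sham male 12) and from 0.0129 (without ovariectomized female 35) to 0.998 for macrophages in female adipose tissue (reversed without ovariectomized female 33 or 36 or sham female 44).

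Some key drivers that did not pass the threshold also changed sign. Leaving out one mouse at a time, they ran in male liver from -0.074 to 0.20 for Chchd6 (below 0 without gonadectomized male 2) and from -0.038 to 0.12 for Esf1 (without sham male 11). In female liver they ran from -0.095 to 0.30 for Nckap1l (below 0 without ovariectomized female 33) and from -0.23 to 0.20 for Fcer1g (without ovariectomized female 33 or sham female 42 or 44). For male adipose tissue they ran from -0.20 to 0.13 for Slc1a3 (below 0 without gonadectomized male 2 or 4 or sham male 10 or 11), from -0.18 to 0.25 for Slc25a13 (without gonadectomized male 2 or 3 or sham male 9 or 12) and from -0.066 to 0.097 for Fgfrl1 (without gonadectomized male 1). In female adipose tissue they ran from -0.37 to 0.056 for Cobl (above 0 without ovariectomized female 34 or sham female 41), from -0.038 to 0.35 for Snx20 (below 0 without ovariectomized female 34 or 36), from -0.12 to 0.21 for Ptpro (below 0 without ovariectomized female 34 or 36 or sham female 42, 43 or 44) and from -0.19 to 0.21 for Unc93b1 (below 0 except without ovariectomized female 35 or sham female 41). Unc93b1 was at -0.012 with DESeq2, -0.0061 with DESeq2's size factors in edgeR, -0.012 with all groups in one fit, -0.0024 with at least 10 counts in every sample and -0.018 with no filter. Slc1a3 was at -0.00076 with all groups in one fit and -0.0087 with no filter, Ptpro at -0.0011 with no filter and Cobl at 0.028 with total counts. With both diets pooled, further values changed sign, and Pmepa1, a gene of Table 1 at 0.45, fell as low as -0.15. Over all alternatives, the pooled ones included, the log2 fold changes in male adipose tissue ran from -0.22 to 0.11 for Rrm2, from -0.15 to 0.026 for Cdt1, from -0.14 to 0.042 for Slc1a3, from -0.0012 to 0.17 for Palmd, from -0.0076 to 0.088 for Dab2ip and from -0.013 to 0.075 for Fgfrl1. Those in liver ran from -0.070 to 0.16 for Chchd6 and from -0.0044 to 0.10 for Esf1 in males, and from -0.096 to 0.010 for Lipc and from -0.012 to 0.18 for Nckap1l in females. Cobl in female adipose tissue ran from -0.16 to 0.31. Of the other named genes' results, 29 fell below and 6 rose past the threshold with DESeq2, the other filters, the other scalings or all groups in one fit, and 112 fell below and 3 rose past it when a mouse was left out. Of the marker list results, 9 fell below and 2 rose past it under the other alternatives.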

Differences from the paper's values

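The paper's number of differentially expressed genes in female liver is 196, and edgeR's quasi-likelihood test gave 60. Of the alternatives set before the data were examined, DESeq2 gave 197 genes, DESeq2 without independent filtering 158 and edgeR without a filter on low counts 264, which all lie within 1.5 times the paper's number. The others gave 61 genes or fewer. DESeq2 is the tool named in the paper's methods.

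In female adipose tissue the paper's number is 1491, and edgeR gave 476 genes. DESeq2 gave 1590, DESeq2 without independent filtering 1287, all groups of the tissue in one fit 2194, both diets pooled with diet as a covariate 1592 and DESeq2 with both diets pooled and no covariate 2061, which lie within 1.5 times the paper's number. With no filter on low counts there were 573 genes, with at least 10 counts in every sample 459, with DESeq2's size factors in edgeR 497, with total counts 599, with an adjusted p under 0.01 there were 4, and with DESeq2 on both diets with diet as a covariate 2359, which do not.

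The paper lists Cidec, Slc2a3, Pmepa1 and Bnc1 in Table 1 as differentially expressed key drivers, and edgeR gave them adjusted p-values of 0.058, 0.072, 0.10 and 0.087. With DESeq2 they were 0.00048, 0.024, 0.042 and 0.022, so that all 4 passed, within ranges over the alternatives from 0.00048 to 0.16, from 0.0075 to 0.20, from 0.042 to 0.91 and from 0.022 to 0.48. Cidec also passed with all groups of the tissue in one fit, with total counts and with DESeq2 without independent filtering. Slc2a3 also passed with DESeq2 without independent filtering and, by either tool, with both diets pooled and diet as a covariate, and Bnc1 with DESeq2 without independent filtering.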

Other observations

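In this part, the comparison of the spread between mice in male and female liver, the tests of hepatocyte share, mesothelial RNA, reproductive tract tissue and epididymis RNA, and the test of Y-linked reads were chosen only after the results they bear on were seen. The rule that reads the test of hepatocyte share was also changed after its values were seen.

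For each comparison on the HF/HS diet, 1 of the 35 splits of the 8 mice gave as many differentially expressed genes, which was the real split. The largest other split gave 0 genes in male liver, 6 in female liver, 1 in male adipose tissue and 101 in female adipose tissue. With DESeq2 it was also 1 of 35 in each of the 4 comparisons, and the largest other splits gave 76, 66, 129 and 1002 genes in that order.

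Fewer genes were called in female than in male liver. A larger spread between the female mice is argued against, since the biological coefficient of variation was 13.6% in female and 13.3% in male liver. Lower depth is argued against as well, since 2218 genes were called in male liver after thinning to the female totals. A weaker response of female liver stays open as a hypothesis. Ovarian tissue left at surgery in ovariectomized female 35, whose adipose library held ovarian transcripts, was not tested and stays open too. Without this mouse 16 genes were called in female liver, against 60 with all mice, so its presence did not lower the count. Genes called in both sexes numbered 22 in liver, where 9.51 are expected by chance, and 72 in adipose tissue, where 38.3 are expected. Of these, 16 and 62 had the same direction in both sexes.

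The number of top key drivers that changed was reached by 1 of the 35 splits in male liver, 1 in male adipose tissue and 1 in female adipose tissue, each time the real one, and by all 35 in female liver, where the number was 0. These shares are no separate support for the lists. The other splits called at most 0, 1 and 101 genes of any kind in the first comparisons, in that order, with a median of 0. A number of 0 is reached by every split. Of the receptor target genes the study lists within its subnetworks, 18 of 33 tested changed in male liver (one-sided Fisher's exact test, p = 6.6e-07; 22 passed when adjusted over the list alone) and none of 10000 random lists held as many (p = 0.0001, the smallest they can give). In female liver 1 of 26 changed, F11, and in male and female adipose tissue 0 of 11 and 0 of 15, with 3 and 2 at an unadjusted p under 0.05. As many were reached by 1, 1, 35 and 35 of the 35 splits, shares with the same limits.

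The study's longer lists of female key drivers were tested with camera and fry. Camera's adjusted p was 0.0047 for innate immune system in liver, and 3.4e-15, 0.00027 and 5.3e-07 for MEGENA_25, MEGENA_6 and MEGENA_36 in adipose tissue, with median log2 fold changes of 0.18, -0.43, -0.07 and 0.39. None held under fry. As small a camera p was reached by 25, 4, 18 and 16 of 35 splits, so other splits of the same mice do as well.

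Genes that differed at least 2-fold between sham males and females on chow were followed in the HF/HS mice. In male liver, 133 of 151 male-biased genes had lower and 173 of 223 female-biased genes higher values after gonadectomy, with medians of -1.05 and 0.68, and both lists held under fry (adjusted p 2.0e-05 and 0.00015, limma). For each, 1 of 35 splits gave as small a p. Reads shared between paralogs are argued against as the whole cause, since the medians outside large gene families were -0.95 and 0.62. In female liver the medians were 0.01 and 0.00163, and as small a camera p came from 27 and 24 splits. In male adipose tissue they were -0.04 and 0.15 (10 and 23 splits), and in female adipose tissue 0.48 and -0.08 (3 and 10 splits). For the female-biased genes in female liver and male adipose tissue, camera's direction was down although the median was above 0. The male-biased list of female adipose tissue held under fry (adjusted p 0.0282), but 3 of 35 splits is a share above 0.05.

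Of 30 marker list tests, 14 passed by camera and 6 by fry. As many passed by camera in 5 of the 35 splits, and the median of the other splits was 9.5, so camera is lenient in these data. The lists that held under fry were, in male liver, female-biased liver genes (median log2 fold change 6.88), male-biased liver genes (-4.63), hepatic stellate cells (0.49), lipid-droplet and PPARG target genes (1.25) and macrophages (0.98), and in female liver the female-biased liver genes (-0.58). The other medians in male liver were 0.33 for cholangiocytes, 0.09 for hepatocytes, 0.27 for liver endothelium and 0.47 for lymphocytes. In female liver they were 0.45 for cholangiocytes, 0.13 for hepatic stellate cells, -0.06 for hepatocytes, 0.30 for lipid-droplet and PPARG target genes, -0.0089 for liver endothelium, 0.42 for lymphocytes, 0.10 for macrophages and -0.29 for male-biased liver genes. In adipose tissue the medians were -0.0057 in males and -0.53 in females for adipocytes, 0.85 and 0.43 for lymphocytes, -0.31 and -0.02 for macrophages, -0.20 and -0.29 for mesothelium, 0.61 and 1.08 for ovary and 0.87 and 1.67 for oviduct and uterus. The epididymis, testis and exocrine pancreas lists had 0 genes past the filter on the HF/HS diet and were not tested. The macrophage list of adipose tissue shares 4 genes with the study's lists, and no marker list shares genes with another of the same tissue.

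The macrophage list rose in male liver, with 10 of 10 genes higher and a median level of 22.1 CPM in sham males. In the study's lists are 7 of its genes, and in the other marker lists none. A lower share of hepatocyte RNA would raise every other cell type alike. The macrophage list rose by 0.60 more than the endothelium list on the log2 scale, without overlap between the groups (exact permutation test, p = 0.0286, the smallest that 4 against 4 allow), but by only 0.27 more than the stellate cell list, with overlap (exact p = 0.114). The cholangiocyte and lymphocyte lists lay 0.70 and 0.88 below it, without overlap (exact p = 0.0286 each). Their median levels in sham males were 1.09 and 0.37 CPM, too near the floor for these gaps to bear on the hepatocyte share. As first set, the reading required both the endothelium and the stellate cell list to part from the macrophage list, which left the explanation open. It was then read from the endothelium list alone, which argues against a lower hepatocyte share as the whole cause, and this change was made after the values were seen.

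The key drivers Inpp5d, Fcer1g, Nckap1l and Fgl2, immune genes that rose in male liver, followed the macrophage list within groups over the 24 liver libraries of the other comparisons (Pearson's r 0.923, permutation p = 7e-05, adjusted over 2 relations 0.00014, Spearman's rho 0.922, permutation p = 7e-05). Without the 2 libraries farthest from the median r was 0.873. A candidate explanation of their rise is therefore more macrophage RNA in these livers, from more or more active cells, which these data do not separate. The median log2 fold change of the 4 genes was 0.90 on the HF/HS diet and 0.25 on chow, where the macrophage list was at 0.28.

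The 5 female adipose key drivers of Table 1 followed the mesothelium list, 4 of whose 10 genes are in the study's lists, at r 0.493 over the 24 other adipose libraries (permutation p = 0.0743, rho 0.463, permutation p = 0.0506), and at 0.643 without 2 libraries. Less mesothelial RNA and lower expression of these genes cannot be told apart, because this relation does not reach the threshold. The median log2 fold change of the 5 genes was -0.63 on the HF/HS diet and 0.08 on chow, where the mesothelium list was at 0.60. The mesothelium list had a median level of 32.0 CPM in sham females.

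The oviduct and uterus list rose by camera in female adipose tissue on the HF/HS diet. All 6 of its tested genes, and 8 of 8 listed, were highest in ovariectomized female 35, with Pgr at 451 CPM against at most 67.1 CPM in the others. Of the ovary list, 6 of 10 were highest there, Cyp11a1 at 105.7 CPM against at most 0.879 CPM. Reproductive tract tissue dissected with the fat pad of this mouse may explain its values, as a hypothesis found in the same data. Ovarian tissue left at surgery was not tested and stays open as well. The median log2 fold change of the list was 1.67 with all mice and 0.98 without female 35. Its adjusted p by camera, which was lenient in these data, ran from 5.3e-10 to 0.0051 with any one mouse left out, the highest without female 35. The list did not pass by fry (adjusted p 0.187, limma; from 2.8e-06 to 0.187 over the alternatives), so whether it rose beyond this mouse stays open. Without female 35, 930 genes were called in this comparison.

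In castrated males on chow, Spink8 in adipose tissue was at 215 ± 50.7 CPM (SD, n = 4) against 0.104 ± 0.124 CPM (SD, n = 4) in sham males, at least 860-fold higher, and Crisp1 was at least 54.7-fold higher. Both were chosen after their values were seen. On the HF/HS diet Spink8 was at 31.8 ± 47.0 CPM (SD, n = 4) in castrated males, from 0 to 99.5 CPM. Its RNA, whatever the source, was therefore also in some libraries of the main male adipose comparison. Of the epididymis list, 1 gene was above 3 counts in every castrated chow-fed library. Epididymis RNA cannot be told apart from another source here, because many epididymal genes need androgen and could be silent in castrated males.

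The liver library of ovariectomized female 33 on the HF/HS diet held 39 counts on 4 Y-linked genes, 3.12 CPM, which is 1.10% of the male level. The genes' shares of their male levels, 0.752% to 1.19%, did not differ by more than counting error (exact multinomial test, p = 0.878), so a small carry-over of reads from male libraries is a candidate explanation.

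Effects on the HF/HS diet were set against those on chow, which share no library. Across genes, which are not independent replicates, Pearson's r of the log2 fold changes was 0.692 in male liver, -0.00895 in female liver, 0.281 in male adipose tissue and 0.396 in female adipose tissue. Spearman's rho was 0.399, -0.0132, 0.369 and 0.312 in that order. With no filter on low counts, Pearson's r was 0.222, -0.00533, 0.145 and 0.271, and with DESeq2 it was 0.283, -0.0138, 0.168 and 0.337. In absolute size, as large a Pearson's r with the filter was given by 1, 33, 12 and 7 of the 35 splits. Of the genes called on the HF/HS diet, 1735 of 2131, 35 of 59, 1080 of 1278 and 360 of 464 had the same direction on chow. Fasn in male adipose tissue fell by 1.90 on the HF/HS diet. Its fitted change on chow was 0.76 (standard error 0.80, adjusted p = 0.693, edgeR), so no rise on chow is shown. The difference between the diets did not pass either (adjusted p 0.263, edgeR).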
